# CDCP1 is a novel marker of the most aggressive human triple-negative breast cancers

**DOI:** 10.18632/oncotarget.11935

**Published:** 2016-09-10

**Authors:** Federica Turdo, Francesca Bianchi, Patrizia Gasparini, Marco Sandri, Marianna Sasso, Loris De Cecco, Luca Forte, Patrizia Casalini, Piera Aiello, Lucia Sfondrini, Roberto Agresti, Maria Luisa Carcangiu, Ilaria Plantamura, Gabriella Sozzi, Elda Tagliabue, Manuela Campiglio

**Keywords:** triple-negative breast cancer, CDCP1, CDCP1 copy number, prognosis, metastasis

## Abstract

CDCP1, a transmembrane noncatalytic receptor, the expression of which has been associated with a poor prognosis in certain epithelial cancers, was found to be expressed in highly aggressive triple-negative breast cancer (TNBC) cell models, in which it promoted aggressive activities—ie, migration, invasion, anchorage-independent tumor growth, and the formation of vascular-like structures *in vitro*. By immunohistochemical (IHC) analysis of 100 human TNBC specimens, CDCP1 was overexpressed in 57% of samples, 38% of which exhibited a gain in CDCP1 copy number by fluorescence *in situ* hybridization (FISH). CDCP1 positivity was significantly associated between FISH and IHC. CDCP1 expression and gains in *CDCP1* copy number synergized with nodal (N) status in determining disease-free and distant disease-free survival. The hazard ratios (HRs) of the synergies between CDCP1 positivity by IHC and FISH and lymph node positivity in predicting relapse did not differ significantly, indicating that CDCP1 overexpression in human primary TNBCs, regardless of being driven by gains in *CDCP1*, is for a critical factor in the progression of N-positive TNBCs. Thus, CDCP1 is a novel marker of the most aggressive N-positive TNBCs and a potential therapeutic target.

## INTRODUCTION

Triple-negative breast cancers (TNBCs) are highly aggressive, with early recurrence and leading to high mortality rates within the first several years postdiagnosis [1, 2]. Molecular profiling of TNBC specimens in the last decade has demonstrated the heterogeneity of this disease and has led to the identification of many TNBC subtypes [3–6], implicating several molecules as drivers of each subclass and thus as targets for therapy [4, 6]. However, none of these molecular classifications has significantly improved the clinical management of TNBC, with the exception of androgen receptor-positive [7] and BRCA-1-deficient TNBC, for which existing therapies are promising [8]. Thus, the identification of specific markers of the aggressiveness of TNBCs that can be targeted for therapy remains a challenge.

CDCP1 is a transmembrane, noncatalytic receptor that was discovered by Scherl-Mostageer [9] and later isolated using an approach that was designed to identify proteins that were involved in metastasis [10]. Its expression is associated with the loss of anchorage in epithelial cells during mitosis under physiological and pathological conditions [11], rendering tumor cells resistant to anoikis [12]. High membrane CDCP1 levels have been associated with a poor prognosis in epithelial tumors, such as lung, pancreatic, colorectal, renal, and ovarian carcinomas [13–17], but are linked to favorable prognoses in endometrial [18] and esophageal [19] carcinomas. CDCP1 mRNA and protein have been reported to be overexpressed in large cohorts of primary breast tumors and increase further in metastases [20]. Recently, *CDCP1* mRNA levels were found to rise in TNBCs and the mechanism by which CDCP1 effects aggressiveness has been suggested in cellular models [21, 22].

In this study, by stimulating TNBC cells with postsurgery wound-healing fluids (WHFs) from breast cancer patients to mimic a protumorigenic microenvironment, we identified CDCP1 as the only membrane receptor that was significantly upregulated. CDCP1 expression confers features of aggressiveness in TNBC cell lines and is significantly associated with shorter disease-free survival (DFS) and distant DFS (DDFS) in human primary TNBCs.

## RESULTS

### A protumor igenic microenvironment significantly upregulates CDCP1 mRNA and protein in TNBC cell models

The postsurgery wound-healing process can have protumor activity due to the enrichment in small molecules [23] that are needed for healing and can influence tumor cell survival and progression ([24] and references therein). Thus, we used postsurgery wound-healing fluids (WHFs) from breast cancer patients (Supplementary Table S1) to identify membrane surface molecules that were upregulated by the healing protumorigenic microenvironment and possibly involved in the progression of TNBC, rendering them therapeutic targets.

Five TNBC cell lines—MDA-MB-231, BT-549, and MDA-MB-157 (classified molecularly as mesenchymal-like) and MDA-MB-468 and SUM149 (considered to be basal-like [4])—were starved, treated with pooled WHFs for 48 h or left untreated, and profiled using the Illumina platform. 

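RNA was measured on 20 arrays from 5 established human TNBC cell lines, each grown as 2 WHF-treated and 2 untreated cultures labelled replicates A and B. WHF is the fluid that drains from the breast after surgery, and the pool was added to the medium at 5% for 48 h after 24 h without serum. CDH1, which encodes the epithelial adhesion molecule E-cadherin, was detected on 4 of 4 arrays of MDA-MB-468 and of SUM149, on 1 of 4 of MDA-MB-157 and on 0 of 4 of MDA-MB-231 and of BT-549. RB1, which encodes a brake on the cell cycle, was detected on 4 of 4 arrays of MDA-MB-231, MDA-MB-157 and SUM149 and on 0 of 4 of BT-549 and of MDA-MB-468. For each of the 20 arrays, the most similar array came from the same line and treatment.
On an Illumina beadchip, each bead carries copies of 1 oligonucleotide probe, and the scanner reads the fluorescence of the labelled RNA bound to it. The authors deposited the average bead signal of 47319 probes, without normalization, and a detection p-value, which is the share of negative control probes with a signal at least as high. They also deposited intensities after quantile normalization over the 20 arrays. Here the background of the bead signal was subtracted with the normexp model of limma, the arrays were quantile normalized, and log2 was taken after an offset of 16. Probes with a detection p under 0.05 on at least 10 of the 20 arrays were kept, which left 21189 probes, of which 16110 carried 1 gene symbol. Between 19693 and 22456 probes were detected per WHF-treated array and between 20793 and 22865 per untreated array. Median bead signals were 123 to 155 on the WHF-treated arrays and 117 to 163 on the untreated arrays. MDA-MB-231 was on 1 chip, MDA-MB-468 and SUM149 shared another, and BT-549 and MDA-MB-157 shared a further chip, so each line's WHF-treated and untreated cultures were compared within a chip. The p-values measure the response against its spread between lines or between replicate cultures, and the number of arrays limits their precision.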

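SCD, the desaturase that makes monounsaturated fatty acids, fell in both replicate sets of the 5 lines. Its log2 fold-change was −1.60 in set A (standard error 0.179, adjusted p = 0.0837 from limma) and −1.53 in set B (standard error 0.160, adjusted p = 0.0947). In set A, LSS and ACAT2, enzymes of the cholesterol pathway, fell by 1.69 and 1.70 on the log2 scale, and LPIN1, a phosphatidate phosphatase, fell by 1.26. PTGES, the terminal synthase of prostaglandin E2, rose in set A with a log2 fold-change of 2.10 (standard error 0.291, adjusted p = 0.0862), and A4GALT, a glycolipid galactosyltransferase, rose with 1.39.
Each set held 1 WHF-treated and 1 untreated array of each line, and the cell line was a block in the test. In set A, 16 of 21189 probes passed a false discovery rate of 0.1, 3 of them higher and 13 lower in WHF-treated cells. Besides those named, they included the interferon-induced genes IFI44 at −1.27 and RSAD2 at −1.39, SMAD6 at −1.33, which encodes an inhibitor of bone morphogenetic protein signaling, and TMEM170B at −1.20. All 16 had the same direction in set B with an unadjusted p under 0.05. There LSS gave −1.68, ACAT2 −1.58, LPIN1 −1.42, A4GALT 1.19 and PTGES 1.49. Set B alone called 2 probes, SCD and ILMN_3277905, and the latter, which the annotation pairs with no gene, gave −2.09 in set A and −1.92 in set B. Of 3177 probes with an unadjusted p under 0.05 in set A, 3114 had the same direction in set B. Both sets hold cultures of the same 5 lines. Their agreement thus shows that the responses of these lines were repeatable, and it is not a test in further lines. Without 1 line, set A called between 0 and 8 probes and set B between 0 and 2. From the authors' normalized intensities set A called 6 and set B 28, and with no normexp step 5 and 29.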

The experimental design comprised a training set and subsequent validation of an independent set of cells that were treated with WHFs or not (see Materials and Methods). Enrichment analysis according to WHF treatment identified several gene sets differentially and significantly enriched in the WHF-treated cells characterized by over expression of genes related to response to wound, second messenger- and G protein-mediated-signaling, cytokine activity and locomotory characteristics (Figure 1), supporting the appropriateness of our approach in identifying mediators of TNBC aggressiveness. 

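Of 34 measured genes of the response to wounding and inflammation, 27 were higher with WHFs over the 5 lines, with a median log2 fold-change of 0.27. Camera called the list with a preset correlation between genes (adjusted p = 0.00300) and not with an estimated one (adjusted p = 0.558). PTGES, the prostaglandin E2 synthase, had a log2 fold-change of 1.79 (standard error 0.269, adjusted p = 0.105). CD55, which protects cells from complement, had 0.68, and PROCR, the receptor of activated protein C, had 0.38, while TGFB2 had −0.59. The metallothioneins, proteins that bind zinc and copper, were higher in 5 of 5 members with a median of 1.26, among them MT1X at 1.29 and MT2A at 1.00. Camera called them with the preset correlation (adjusted p = 0.000980) and not with an estimated one (adjusted p = 0.565), and no member was called in MDA-MB-468 or SUM149. Targets of NF-kB, the transcription factor of inflammatory signaling, had a median of 0.35, with IL1B at 1.18, BCL3 at 1.04 and CXCL10 at −0.59.
For NF-kB targets, 22 of 26 members were higher and the adjusted p was 0.0179, and 0.759 with an estimated correlation. STAT3 and acute phase genes had 17 of 19 members higher and a median of 0.16 (adjusted p = 0.00300, and adjusted p = 0.345 with an estimated correlation). They included the kinase gene PIM1 at 1.14 and the protease inhibitor genes SERPINA3 at 1.88 and SERPINA1 at 0.60. Chaperones of the endoplasmic reticulum had 11 of 13 members higher and a median of 0.21 (adjusted p = 0.00300, and adjusted p = 0.558 with an estimated correlation), with DNAJC3 at 0.99 and DNAJB9 at 0.79. Targets of NRF2, the regulator of the oxidative stress response, had 12 of 13 members higher and a median of 0.24 (adjusted p = 0.0164, and adjusted p = 0.620 with an estimated correlation), with the heme oxygenase gene HMOX1 at 1.27 and the ferritin gene FTL at 0.45. Cytosolic ribosomal protein genes had 55 of 68 members higher and a median of 0.06 (adjusted p = 0.000980, and adjusted p = 0.620 with an estimated correlation), with RPS7 at 0.86 and RPL14 at 0.60.
By limma, 0 members of these 7 lists were called higher or lower when adjusted over all probes. At an unadjusted p under 0.05, 7 wounding, 4 metallothionein, 3 NF-kB, 6 STAT3, 4 chaperone, 3 NRF2 and 5 ribosomal genes were higher, and adjusted over the list alone 2, 5, 0, 5, 3, 0 and 4 were. Cytokines and chemokines had a median of 0.24 and an adjusted p of 0.275, with IL24 at 1.497 and CXCL10 at −0.59. G protein-coupled receptors had a median of −0.08 and an adjusted p of 0.646, and G protein and second messenger signaling a median of −0.02 and an adjusted p of 0.859, with GNAI3 at 0.84 and ITPR2 at −0.88. Cell migration genes had a median of −0.15 and an adjusted p of 0.122, with the integrin genes ITGA5 at 0.47 and ITGB4 at −0.50 and the sialomucin gene PODXL at −1.10.
In BT-549 and MDA-MB-157, which shared a chip, the median of the NF-kB targets was 1.26 and 0.79, and in MDA-MB-231, MDA-MB-468 and SUM149 it was −0.55, −0.04 and −0.32, with MDA-MB-468 between −0.06 and 0.02 over the normalizations. Replicates A and B gave −0.18 and 0.07 in MDA-MB-468 and −0.02 and −0.40 in SUM149. Without BT-549 the NF-kB median was 0.03 (adjusted p = 0.409), and without MDA-MB-157 it was 0.12 (adjusted p = 0.308). NRF2 targets no longer passed without MDA-MB-157 (median 0.19, adjusted p = 0.0620) or without MDA-MB-468 (median 0.14, adjusted p = 0.262).

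**Figure D1:**
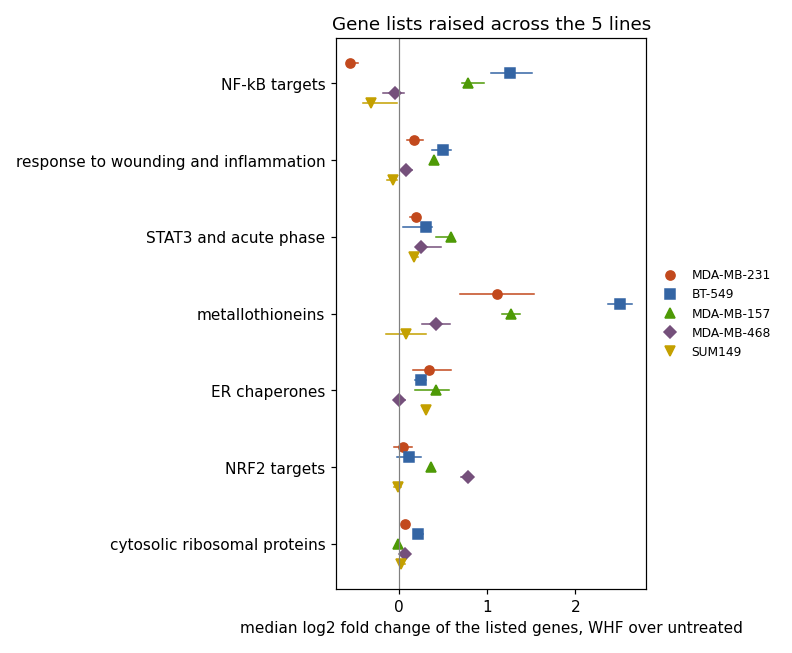
Markers give the median log2 fold-change of each raised gene list in each of the 5 TNBC cell lines, WHF-treated over untreated, and lines join the medians of replicates A and B. The NF-kB targets reach 1.26 in BT-549 and 0.79 in MDA-MB-157 and lie below 0 in the other 3 lines.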

To identify plasma membrane receptors that were upregulated in TNBC models that correlated with TNBC aggressiveness and were potential therapeutic targets, we focused on molecules that resided on the cell membrane surface (see Materials and Methods). 

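CDCP1, a transmembrane glycoprotein that is phosphorylated by Src family kinases, had the highest fold-change of 262 measured genes of the cell surface by its probe ILMN_1708167, while its other 3 probes had lower fold-changes than the higher of 2 probes for PVR. Over the 5 lines, ILMN_1708167 had a log2 fold-change of 2.20 (standard error 0.549), which is 4.60-fold. Log2 values were 2.38 in replicate set A (standard error 0.564, 5.21-fold) and 2.02 in replicate set B (standard error 0.530, 4.06-fold). PVR, an adhesion molecule of the nectin-like family, had 1.23 and 0.47 over the 5 lines by its 2 probes. EGFR, the epidermal growth factor receptor, had 0.75 and 0.21 by 2 probes, and MC1R, the melanocortin receptor, had −0.85.
The CDCP1 value was above 0 in 5 of 5 lines (exact sign-flip permutation test, 2-sided, p = 0.0625, the smallest p that 5 lines allow). On the arrays of MDA-MB-468 this probe was not above background, so the mean includes a line where it had no measurable signal. The other 3 CDCP1 probes were detected there in 12 of 12 readings. Their changes in that line did not pass in limma, while the paper's RT-qPCR gave a rise. For CDCP1, limma gave an adjusted p of 0.153 over the 5 lines, 0.197 in set A and 0.195 in set B. By limma, 0 surface genes passed a false discovery rate of 0.1 with more than 2-fold over the 5 lines, in set A or in set B, and 0 did when adjusted over the list alone. At an unadjusted p under 0.05, 2, 4 and 3 surface genes were more than 2-fold higher, and these included CDCP1 and PVR each time. The others, named after their values were seen, were the receptor genes GPRC5A (log2 1.15) and ADORA2A (log2 1.02) in set A and the transporter subunit gene SLC3A2 (log2 1.02) in set B. Among lower surface genes, the ephrin receptor EPHA4 had −1.11 and the transferrin receptor TFRC −0.87. With the 10 pairs of line and preparation as blocks, which counts replicate cultures of 1 line as independent, CDCP1 (adjusted p = 0.00883) and PVR (adjusted p = 0.0111) passed. The adjusted p for CDCP1 ran from 0.000796 to 0.467 over 22 other settings and probes.
The paper takes WHFs as a model of the healing microenvironment, looks for surface molecules that it raises and that are tied to aggressive TNBC as candidate targets for therapy, restricts the comparison to such molecules for that aim and carries CDCP1 forward.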

Based on a false discovery rate (FDR) < 0.1 and a fold-change >2, by class comparison analysis of all cell lines, *CDCP1* was the only gene that increased significantly after WHF stimulation, with a geometric mean fold-change in mRNA of 4.17 (0.0068) and 3.38 (*p* = 0.0077) in the training and validation sets, respectively. To confirm this rise in *CDCP1* mRNA, *CDCP1* transcripts were amplified by TaqMan assay. As shown in Table 1, CDCP1 mRNA was significantly upregulated after WHF treatment with both probes.

**Figure 1:**
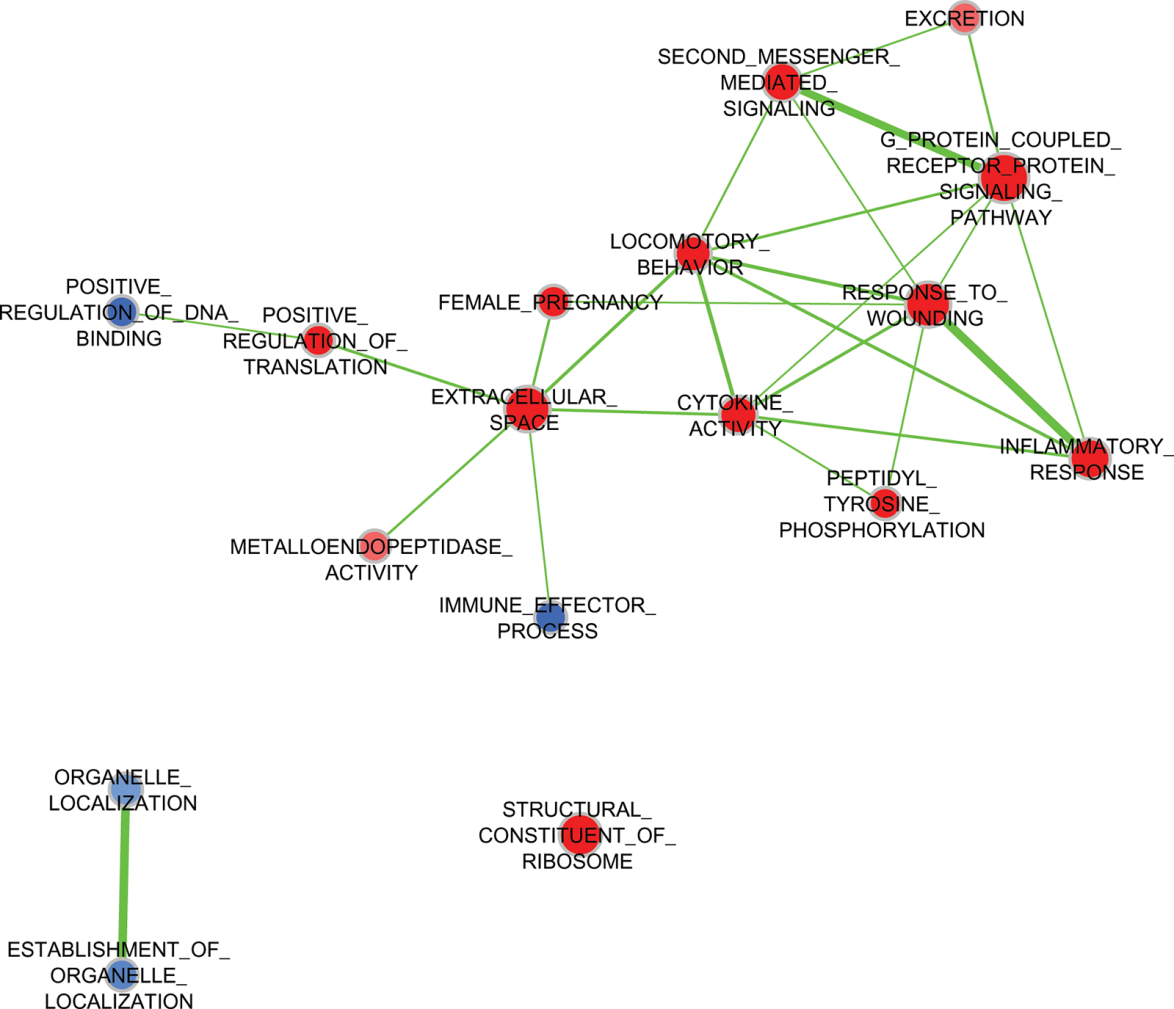
Expression of gene pathways by treatment with WHFs Enrichment Map of pathways (Gene Ontology Biological Processes) significantly enriched (negative enrichment, blue; positive enrichment, red) (FDR < 0.2) in WHF-treated compared to untreated TNBC cell lines by GSEA analysis.

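Genes of lipid synthesis were lower in WHF-treated cells, with 18 of 20 cholesterol synthesis genes lower and a median log2 fold-change of −0.996. FDPS, the farnesyl diphosphate synthase, had −1.22 (standard error 0.189, adjusted p = 0.105), and DHCR7, which makes cholesterol in its last step, had −1.45 (standard error 0.245, adjusted p = 0.120). Of 14 fatty acid synthesis genes, 13 were lower with a median of −0.82, among them FASN, the fatty acid synthase, at −1.20. Interferon-stimulated genes, the antiviral program of the cell, were lower in 40 of 45 members with a median of −0.68, among them IFIT1 at −1.66 and OASL at −1.36. Genes of the G1/S transition of the cell cycle had 19 of 26 members lower and a median of −0.26, with the DNA polymerase gene POLA1 at −0.52 and the replication licensing genes MCM3 at −0.54 and CDT1 at −0.59.
Camera called these 4 lists. For interferon-stimulated genes the adjusted p was 2.76e-10, and 0.587 with an estimated correlation. For cholesterol synthesis the adjusted p was 3.48e-10, and 0.558 with an estimated correlation. For fatty acid synthesis the adjusted p was 1.25e-08, and 0.101 with an estimated correlation. For the G1/S genes the adjusted p was 0.0270, and 0.759 with an estimated correlation. By limma over all probes, 1 interferon-stimulated, 2 cholesterol synthesis and 3 fatty acid synthesis genes fell. Adjusted over the list alone, 29, 16 and 9 fell, and 0 G1/S genes were called by limma in either way, with 6 lower at an unadjusted p under 0.05.
In MDA-MB-468 the median of cholesterol synthesis was −1.94 and 15 of 20 genes fell, and in BT-549 it was −0.18 and 3 fell (0.03 in replicate A and −0.43 in replicate B). In BT-549 the median of the interferon-stimulated genes was −1.65 and 32 of 45 fell (−1.004 in replicate A and −2.20 in replicate B), and in MDA-MB-157, on the same chip, it was −0.85 and 18 fell. G2/M cell cycle genes had a median of −0.14 (adjusted p = 0.0685), with MKI67, the proliferation marker, at −0.78 and the kinase AURKA at −0.58. Organelle localization genes had a median of −0.11 (adjusted p = 0.314), with PAFAH1B1, which encodes a regulator of dynein, at −1.31. Metalloendopeptidases had a median of 0.08 (adjusted p = 0.275), with the matrix metalloproteinase MMP9 at 0.65.
The G1/S list no longer passed without MDA-MB-231 (median −0.08, adjusted p = 0.2501), MDA-MB-157 (median −0.28, adjusted p = 0.0620) or MDA-MB-468 (median −0.17, adjusted p = 0.456). Without SUM149, the G2/M genes (median −0.40, adjusted p = 4.03e-12) and organelle localization (median −0.23, adjusted p = 0.0487) passed as lower.

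**Figure D2:**
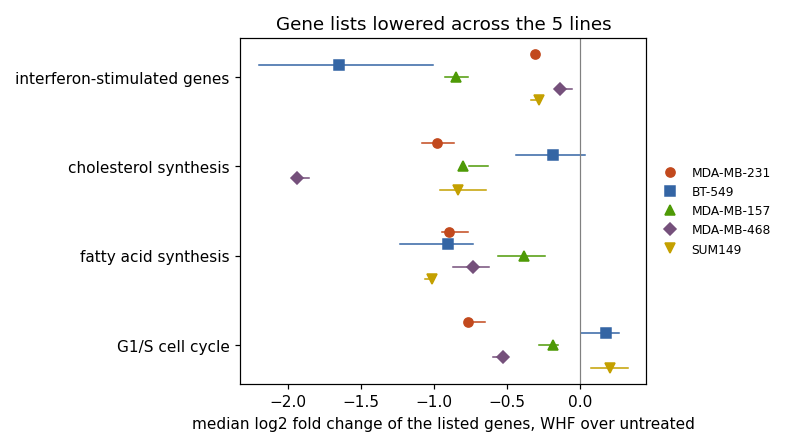
Markers give the median log2 fold-change of each lowered gene list in each of the 5 TNBC cell lines, WHF-treated over untreated, and lines join the medians of replicates A and B. Cholesterol synthesis reaches −1.94 in MDA-MB-468 and the interferon-stimulated genes −1.65 in BT-549.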

**Table 1:** CDCP1 mRNA and protein increase upon 48 h of WHF treatment

TNBC cell line	Gene expression by microarray Log fold-change in CDCP1 gene expression^a^		Gene expression by RT-qPCR				Fold-change in CDCP1 protein expression^c^ (mean ± SEM^d^)
			ΔΔ Ct (*CDCP1 in* WHF-treated and untreated cells)^b^				
	T^e^	V^e^	Hs01080405_m1		Hs01080410_m1		
			T	V	T	V	
MDA-MB-231	4.13	3.79	1.32	2.61	1.32	2.66	1.29 (± 0.09)
BT549	3.20	1.9	2.81	2.11	4.18	2.86	1.25 (± 0.08)
SUM 149	2.10	2.64	2.37	1.08	1.4	−0.26	3.60 (± 1.42)
SUM 159	na^f^	na	na	na	na	na	2.65 (± 1.19)
HCC1937	na	na	na	na	na	na	1.61 (± 0.53)
MDA-MB-157	0.62	0.395	na	na	na	na	nd^g^
MDA-MB-468	0.12	0.066	2.2	2.14	2.22	1.94	0.81 (± 0.24)
Geometric Mean (*p* value)	4.17 (0.0068)	3.38 (0.0077)	4.51 (0.0061)	3.96 (0.0086)	4.86 (0.042)	3.34 (0.086)	
Average protein fold change (*p* value)							1.87 (0.0696^h^)

a Fold-change was calculated in the training and validating sets between the normalized gene expression levels of *CDCP1* in TNBC cell lines treated with WHFs for 48 h *versus* untreated.

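The CDCP1 probe ILMN_1708167 rose with WHFs in MDA-MB-231, BT-549 and SUM149 cells. In SUM149 it was the only probe of 4 for CDCP1 that limma called higher. There ILMN_2341611 and ILMN_1688670 had 0.44 and 0.41 and did not pass, and ILMN_1724941 was called lower at −1.88 (limma, adjusted p = 0.000140). In MDA-MB-231, the log2 signal of ILMN_1708167 was 13.22 ± 0.08 (SD, n = 2) in WHF-treated cells and 9.02 ± 0.19 (SD, n = 2) in untreated cells, which is 18.3-fold. In BT-549 it was 10.80 ± 0.75 (SD, n = 2) against 7.81 ± 0.30 (SD, n = 2), which is 7.93-fold. In SUM149 it was 10.30 ± 0.51 (SD, n = 2) against 7.35 ± 0.19 (SD, n = 2), which is 7.71-fold. In MDA-MB-157 it was 8.24 ± 0.15 (SD, n = 2) against 7.52 ± 0.06 (SD, n = 2), and in MDA-MB-468 the probe was not above background on any of 4 arrays.
By limma with the spread pooled over the lines (standard error 0.286), the log2 fold-change was 4.20 in MDA-MB-231 (adjusted p = 7.59e-07), 2.99 in BT-549 (adjusted p = 5.23e-06) and 2.95 in SUM149 (adjusted p = 7.44e-06). In MDA-MB-157 it was 0.72 and did not pass (adjusted p = 0.177). Replicates A and B gave 4.39 and 4.00 in MDA-MB-231, 3.73 and 2.25 in BT-549, 2.72 and 3.18 in SUM149, and 0.87 and 0.56 in MDA-MB-157. The response of this probe differed between the lines, with MDA-MB-468 at its background value (F = 35.2, adjusted p = 4.04e-05, limma test of the line-by-treatment terms).

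**Figure D3:**
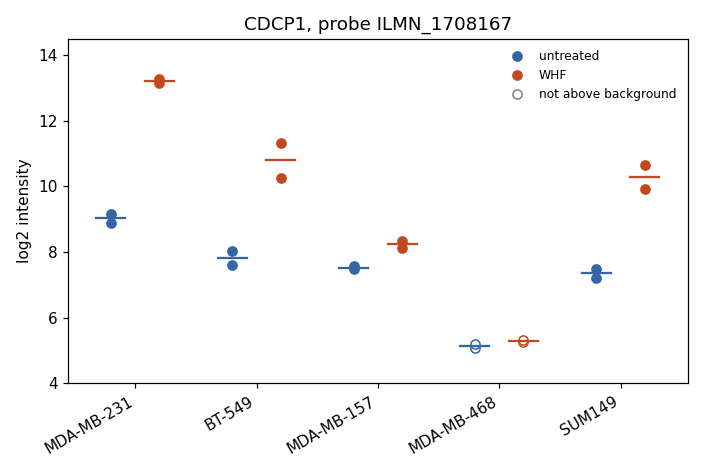
Each point is the log2 intensity of CDCP1 probe ILMN_1708167 on 1 array, and bars are the means of 2 cultures; open points were not above background. WHF-treated means reach 13.22 in MDA-MB-231, 10.80 in BT-549 and 10.30 in SUM149.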

b *CDCP1* mRNA levels were analyzed using the “best covering” probe Hs01080405_m1 and the probe Hs01080410_m1, as indicated by Thermo Fisher Scientific.

c Fold-change in CDCP1 protein was calculated based on relative quantification of western blot signals of full-length CDCP1 normalized to corresponding actin signals in TNBC cell lines treated with WHFs for 48 h *versus* untreated.

d Mean ± standard error of the mean in at least 3 independent experiments.

e T, training set; V, validation set.

f na, not available.

g nd, not detectable.

h Student's *t*-test of normalized fold-change of CDCP1 protein expression in each cell lines.

We then performed western blot to determine whether the elevation in *CDCP1* mRNA was mirrored by greater CDCP1 expression, detecting the 135-kD full-length and 70-kD cleaved membrane-bound forms—which coexist in human tumors [25]—in 6 of the 7 TNBC cell lines, independent of WHF treatment (Figure 2A). On WHF stimulation using the same treatment schedule as in the gene expression profiling experiment, full-length CDCP1 rose in all cell lines except MDA-MB-468 and MDA-MB-157, the latter of which did not express CDCP1 at baseline or under WHF stimulation conditions (Figure 2A, 2B and Table 1). No differences were noted in the induction of CDCP1 between the mesenchymal-like and basal-like subtypes (Figure 2A, 2B). The 70-kD form of CDCP1 increased only on WHF treatment in the SUM149 and SUM159 cell lines (Supplementary Figure S1).

**Figure 2:**
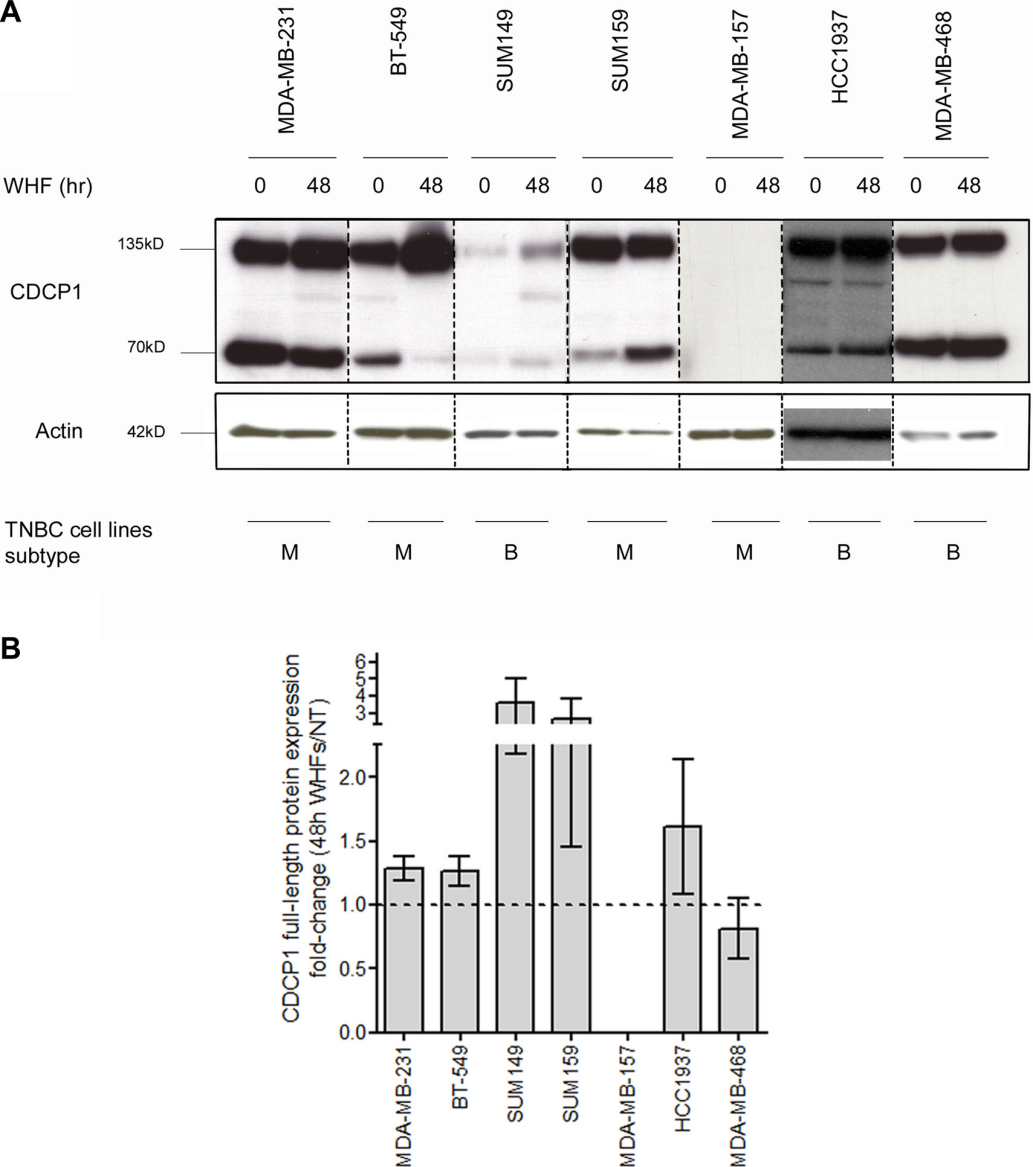
Regulation of CDCP1 expression by WHF in TNBC cell lines (**A**) The TNBC cell lines MDA-MB-231, BT-549, SUM149, SUM159, MDA-MB-157, HCC1937 and MDA-MB-468, considered basal-like (B) or mesenchymal-like (M) per Lehmann classification (4), were starved (0% FBS) for 24 h, stimulated for 48 h with a WHF pool, and processed for western blot analysis of CDCP1 (the full-length 135-kD and 70-kD forms) using polyclonal anti-CDCP1. Monoclonal anti-actin was used as a loading control. The results are representative of 3 independent experiments. (**B**) The graph shows the fold-increase ± standard error of the mean (SEM) in full-length CDCP1 on WHF stimulation for each cell line in 3 western blot experiments, evaluated by densitometry and normalized to actin levels.

### CDCP1 promotes features of aggressiveness in TNBC cell lines

To determine whether CDCP1 has prometastatic activity, as suggested for certain human cancer histotypes [13–17], we analyzed the *in vitro* migration, invasion, and proliferation of 2 TNBC cell lines (BT-549 and MDA-MB-231) that highly express CDCP1 (Figure 2A), migrate, and invade, after silencing CDCP1. In both lines, the efficiency of CDCP1 knockdown exceeded 60% for both forms (Figure 3A), and consequently, CDCP1 activation was reduced. Moreover, Src and PKCδ, mediators of CDCP1 signaling [26], underwent less phosphorylation only in MDA-MB-231 cells (Figure 3B). Knockdown of CDCP1 inhibited migration by 84% in MDA-MB-231 cells (*p* = 0.0196) and by 76% in the BT-549 line (*p* = 0.0465) (Figure 4A, 4B). Similarly, depletion of CDCP1 impeded the invasion of both cell lines (Figure 4C, 4D), declining by 54% in MDA-MB-231 cells (*p* = 0.0173) and 56% in BT-549 (*p* = 0.0179) cells. CDCP1 knockdown did not alter the growth of MDA-MB-231 and BT-549 cells considerably in 2D cultures (Figure 5A), while the decrease in growth in 3D cultures was significant in BT-549 cells (Figure 5B).

**Figure 3:**
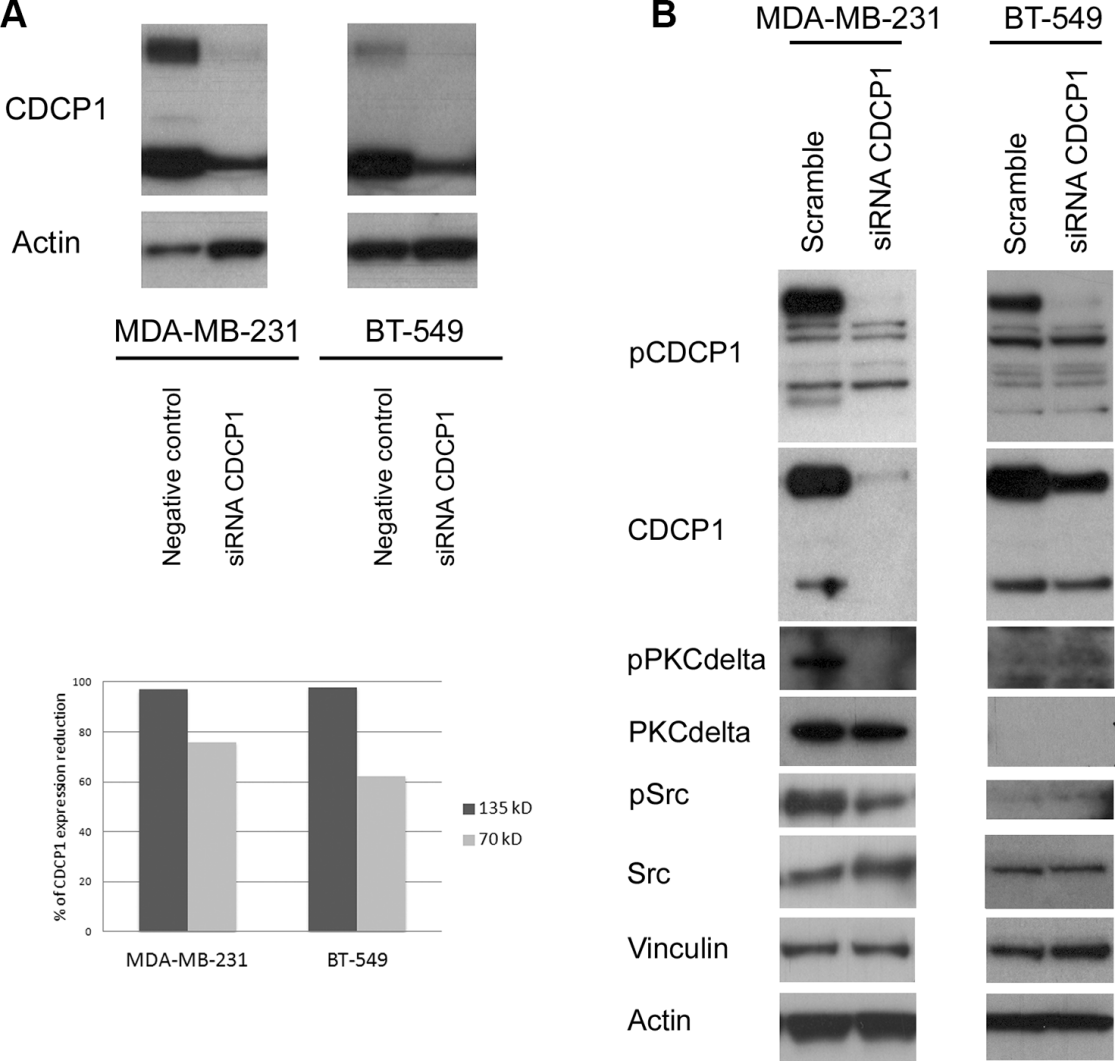
Effect of silencing CDCP1 on signaling mediators (**A**) MDA-MB-231 and BT-549 cells were transfected with a pool of 4 oligonucleotides (100 nM) that bind and degrade *CDCP1* mRNA (see Materials and Methods for sequences) or with the appropriate negative control siRNAs. Cells were harvested at 48 h post-transfection, and CDCP1 expression was verified by western blot. Monoclonal anti-actin was used as a loading control. The knockdown efficiency was ≥ 60% for both CDCP1 forms. (**B**) CDCP1 siRNA-treated and control-treated MDA-MB-231 and BT-549 cells were analyzed for activation of CDCP1, Src, and PKCδ. Monoclonal anti-actin and anti-vinculin were used as loading controls.

**Figure 4:**
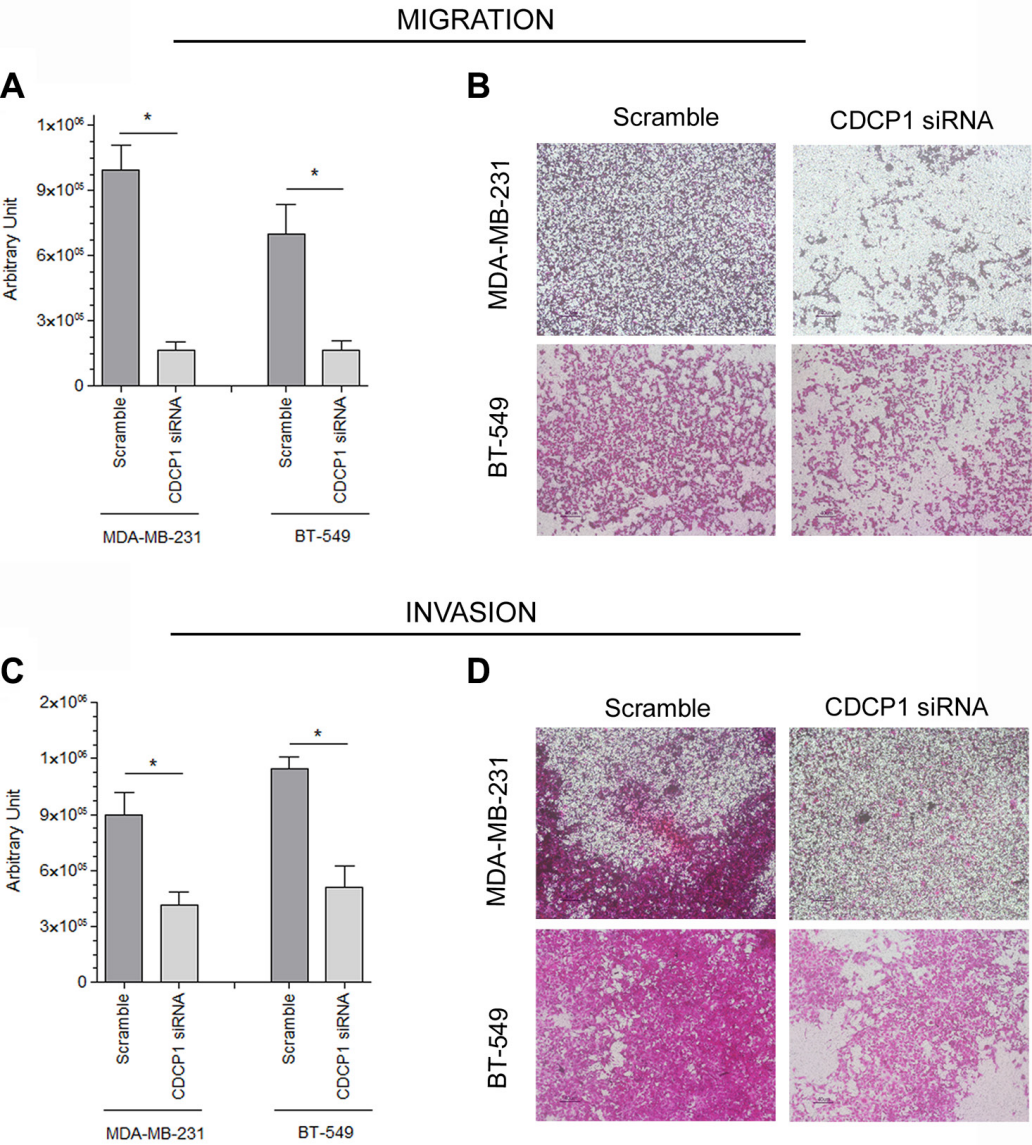
Correlation between CDCP1 and migration and invasion in TNBC cell lines CDCP1 siRNA-treated and control-treated MDA-MB-231 and BT-549 cells were plated into Boyden chambers for the migration assay (**A**, **B**) and in Transwells that were coated with Matrigel for the invasion assay (**C**, **D**). The area occupied by migrated cells in the Transwell assay (mean ± SEM in 3 independent experiments) was measured by digital image analysis (Image Pro-Plus 7.0 application, Media Cybernetics). *p < 0.05.

**Figure 5:**
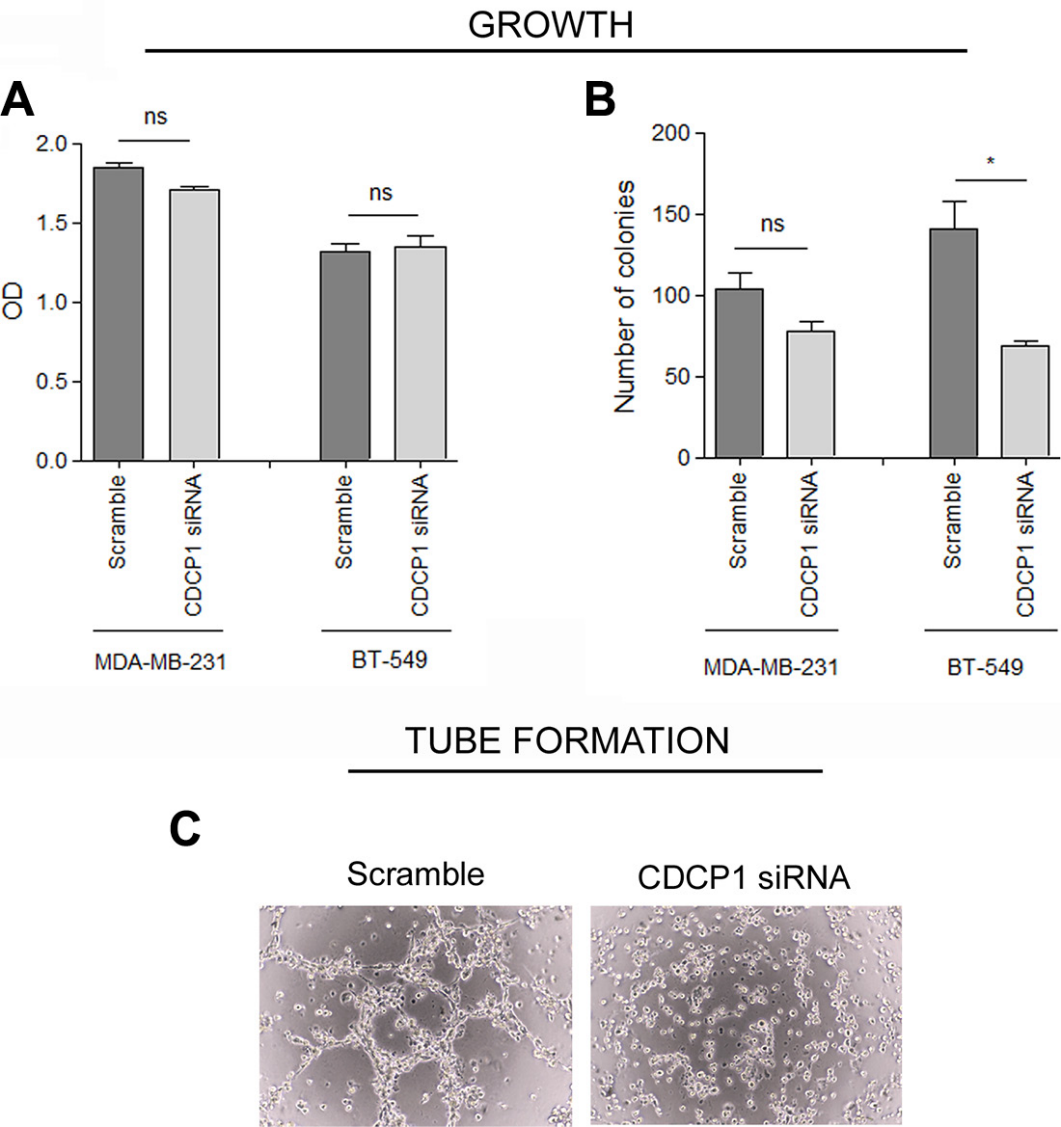
CDCP1 correlation with growth of TNBC cell lines (**A**) Proliferation under anchorage-dependent conditions (2D) of CDCP1 siRNA- and control siRNA-treated cells was evaluated by SRB (mean ± SEM in 3 independent experiments). (**B**) Anchorage-independent tumor growth (3D) was performed as described in Materials and Methods on MDA-MB-231 and BT-549 cells expressing CDCP1 or in which CDCP1 was knocked down. Colony growth was determined by counting all colonies in each well 15 days after seeding at 40x magnification. (**C**) Tube formation assay was performed as described in Materials and Methods on MDA-MB-231 cells expressing CDCP1 or in which CDCP1 was knocked down. *p < 0.05; ns, not significant.

We then examined whether CDCP1 affects the ability of TNBC cells to form vascular-like structures *in vitro*—another feature of aggressiveness that we recently reported in TNBC cell lines and in human TNBC specimens [27]—compared with other breast cancer subtypes. Silencing of CDCP1 in MDA-MB-231 cells abrogated their ability to form completely closed loops (Figure 5C), suggesting that CDCP1 mediates the acquisition of vasculogenic-like networks.

### Human TNBCs express CDCP1

We analyzed the expression of CDCP1 in a cohort of 100 human primary TNBC specimens. Of these patients (median age, 53 years; range 26–84 years), 42.0% was node (N)-positive and 58.6% of tumors were stage T1. As expected for TNBCs, the tumors were primarily grade III (85.7%) and highly necrotic (80.4%). Multifocality was present in 22.6% of cases, and 36.8% of patients had ductal carcinoma *in situ* (DCIS).

Formalin-fixed, paraffin-embedded (FFPE) human TNBC sections were analyzed by immunohistochemistry (IHC) with an antibody against CDCP1. Tumors were considered positive when ≥ 10% of tumor cells showed membrane reactivity (Figure 6A) (mean CDCP1-positive tumor cells/section = 52%, range 10% to 100%); 57% (57/100) of cases were CDCP1-positive, 63% (36/57) of which expressed CDCP1 in ≥ 50% of tumor cells (Figure 6B).

**Figure 6:**
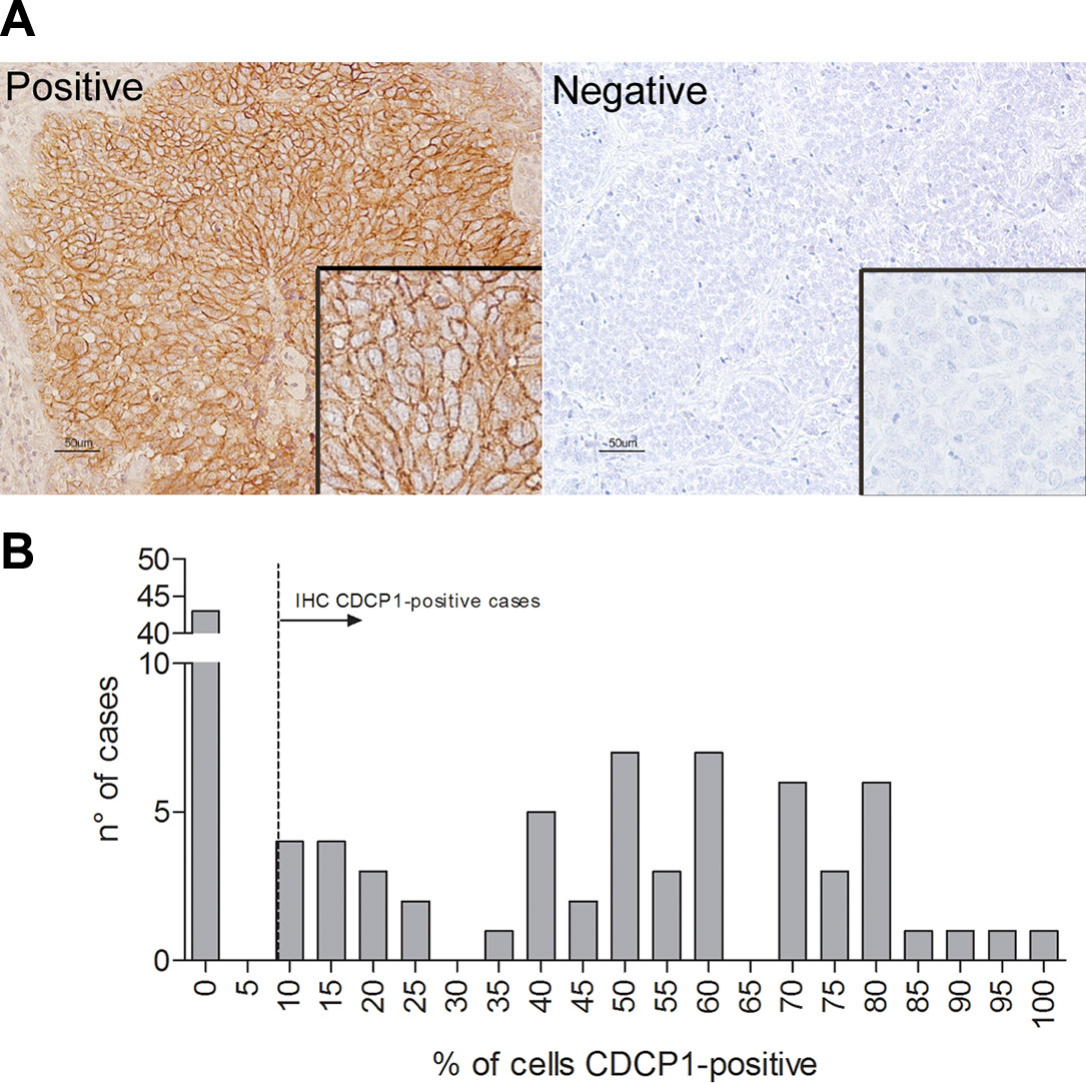
CDCP1 expression in human primary TNBCs (**A**) FFPE TNBC sections were immunostained with polyclonal anti-CDCP1 (Thermo Fisher Scientific), and membrane staining intensity was scored as positive or negative as described in Materials and Methods. Scale bar: 50 μm (insets 2×). (**B**) Frequency distribution of human specimens by percentage of CDCP1-positive cells.

*CDCP1* status in 75 of 100 available TNBC specimens was analyzed by fluorescence *in situ* hybridization (FISH) using a pool of 3 bacterial artificial chromosome (BAC) clones (BAC 2311L2, BAC 265303, and BAC 3050I8) that encompassed *CDCP1* at chromosome 3p21.31 (Figure 7A and Supplementary Figure S2). By FISH analysis, we identified 4 genetic categories: 1) disomic, with 2 copies of *CDCP1* and a centromere (*CDCP1* < 3, CEP3 < 3) (50/75, 67%); 2) amplified (*CDCP1* ≥ 3, CEP3 < 3 in at least 10% of tumor cells) (4/75, 5%); 3) polysomic (*CDCP1* ≥ 3, CEP3 ≥ 3 in at least 40% of tumor cells) (15/75, 20%); and 4) *CDCP1* deleted with respect to its centromere (*CDCP1* < 3 CEP3 ≥ 3) (6/75, 8%). Figure 7B shows representative FISH and IHC images of CDCP1 in the same cases. Polysomy of *CDCP1* was not a random event that was driven by generalized polysomy, as demonstrated by FISH analysis of all *CDCP1*-positive cases using a centromeric probe for chromosome 2 (data not shown). *CDCP1* amplification and polysomy were considered FISH-positive for gene acquisition, while the other two categories were considered FISH-negative for gene gain.

**Figure 7:**
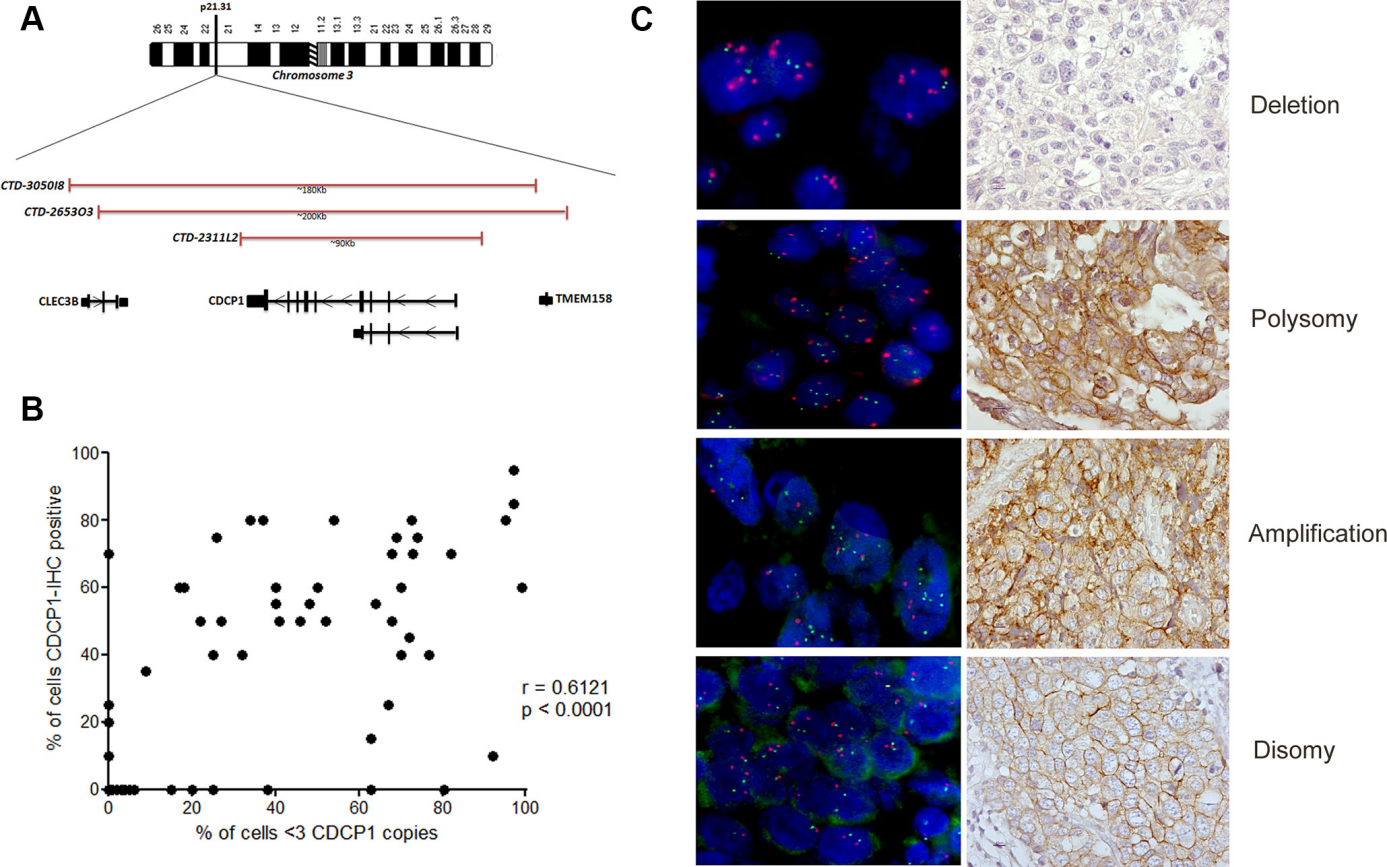
Genetic alterations in CDCP1 in human primary TNBCs (**A**) Physical map of 3p21.31 region (spanning *CDCP1*), including genomic clones selected for FISH experiments covering the *CDCP1* locus, their size in Kb, and the genes that they encompass. Maps are derived from University of California Santa Cruz Genome Browser (http://genome.ucsc.edu/), with adaptations. (**B**) Representative images of dual-color FISH using *CDCP1*/CEP3 probes on FFPE human primary TNBC specimens, showing tumor cells with: > 3 red signals for CEP3 and > 3 green signals for the *CDCP1* locus (polysomy); < 3 signals for CEP3 and > 3 green signals for *CDCP1* (amplification); < 3 signals for CEP3 and < 3 green signals for *CDCP1* (disomy); and > 3 signals for CEP3 and < 3 green signals for the *CDCP1* locus (deletion). (**C**) Correlation analysis between percentage of FISH-positive cells with percentage of IHC-positive cells (*n* = 75; *p* < 0.0001; Pearson r = 0.6121; 95% confidence interval 0.4472 to 0.7367).

The FISH and IHC results were significantly associated—among the 19 positive cases by FISH- 17 (89.5%) were CDCP1-positive by IHC, whereas 28 (50.0%) of the 56 FISH-negative cases were CDCP1-positive by IHC (*p* = 0.003). Thus, a gain in *CDCP1* appeared to drive CDCP1 overexpression in 38% of CDCP1 IHC-positive TNBCs (17/45 cases). The percentage of cells that were positive for CDCP1 by IHC correlated with the percentage of cells that harbored more than 3 *CDCP1* signals per cell (*r* = 0.6121; *p* < 0.0001; Figure 7C). CDCP1-positive cases by IHC or FISH did not differ significantly with regard to the variables in Table 2 compared with their CDCP1-negative counterparts.

### Overexpression of CDCP1 defines a subset of human TNBC cases with a poorer prognosis

**Table 2:** Clinicopathological characteristics by CDCP1-IHC and CDCP1-FISH positivity

Characteristic	IHC		*p*^a^	FISH		*p*^a^
	CDCP1-neg No./total (%)	CDCP1-pos No./total (%)		CDCP1-neg No./total (%)	CDCP1-pos No./total (%)	
Age ≥ 50 yr	21/30 (70.0)	26/45 (57.8)	0.3356	33/56 (58.9)	14/19 (73.7)	0.7891
N-positive	9/30 (30.0)	22/45 (48.9)	0.1510	20/56 (35.7)	11/19 (57.9)	0.1104
Tumor size > 2.0 cm	9/30 (30.0)	21/45 (46.7)	0.2288	20/56 (35.7)	10/19 (52.6)	0.2785
Grade III	26/30 (86.7)	39/45 (86.7)	1.0000	48/56 (85.7)	17/19 (89.5)	1.0000
Multifocality	5/30 (16.7)	14/41 (34.2)	0.1138	12/54 (22.2)	7/17 (41.2)	0.2070
DCIS^b^	11/30 (36.7)	19/43 (44.2)	0.6305	20/55 (36.4)	10/18 (55.6)	0.1759
Necrosis	23/30 (76.7)	37/43 (86.0)	0.3595	43/55 (78.2)	17/18 (94.5)	0.1647
Ki-67-positive^c^	20/26 (76.9)	38/42 (90.5)	0.1646	41/49 (83.7)	17/19 (89.5)	0.7137
CK5/6-positive^d^	21/29 (72.4)	30/43 (69.8)	1.0000	38/55 (69.1)	13/17 (76.5)	0.7618

a Evaluated by Fisher exact test.

b DCIS, ductal carcinoma *in situ.*

c Ki-67-positive, Ki-67 > 14%.

d CK5/6-positive, cytokeratin 5/6-positive if any cytoplasmic and/or membranous invasive carcinoma cell staining was observed.

Based on permutation accuracy variable importance values, as estimated using random survival forests [28], for 75 TNBC cases for which IHC and FISH data were available, we identified CDCP1 expression and *CDCP1* positivity by FISH as prognostic factors of DFS and DDFS, with age, nodal involvement, tumor size, DCIS, and Ki-67 expression (Table 3). By multivariate Cox survival analysis using the prognostic covariates above, we observed synergistic interactions between CDCP1 status by IHC and N status (Table 4, Figure 8A, 8B) and between *CDCP1* status by FISH and N status (Table 4, Figure 8C, 8D) with regard to DFS and DDFS.

**Table 3:** Unadjusted hazard ratios (HRs) by CDCP1 positivity and clinicopathological characteristics

	Disease-free survival			Distant disease-free survival		
	HR	95% CI^a^	*p*^b^	HR	95% CI^a^	*p*^b^
CDCP1 IHC-positive	2.52	1.01–6.32	0.045	2.57	0.94–7.04	0.065
CDCP1 FISH-positive	2.95	1.33–6.53	0.008	3.40	1.44–8.04	0.005
Age ≥ 50 yr	1.05	0.46–2.38	0.906	1.01	0.42–2.44	0.981
N-positive	4.59	1.90–11.11	0.001	4.65	1.80–12.06	0.002
Tumor size > 2.0 cm	2.81	1.27–6.22	0.011	2.41	1.02–5.72	0.045
DCIS ^c^	2.67	1.16–6.13	0.021	2.99	1.19–7.51	0.020
Ki-67-positive^d^	0.79	0.27–2.33	0.674	0.98	0.29–3.35	0.974

a CI, confidence interval; DCIS, ductal carcinoma *in situ.*

b Evaluated by Wald test.

c DCIS, ductal carcinoma *in situ*

d Ki-67-positive, Ki-67 > 14%.

**Table 4:** Interaction between CDCP1-IHC or -FISH status and N status in disease-free survival and distant disease-free survival

	Disease-free survival			Distant disease-free survival		
	HR (95% CI)	*p*	5-year survival	HR (95% CI)	*p*	5-year survival
IHC-N-	1.00	−	0.80 (0.55–0.92)	1.00	−	0.80 (0.55–0.92)
IHC+N-	0.85 (0.19–3.72)	0.828	0.85 (0.61–0.95)	0.40 (0.07–2.27)	0.414	0.89 (0.63–0.97)
IHC-N+	1.21 (0.21–6.84)	0.829	0.74 (0.29–0.93)	0.56 (0.06–5.06)	0.946	0.89 (0.43–0.98)
IHC+N+	5.25 (1.51–18.20)	0.009	0.30 (0.12–0.50)	3.32 (1.03–10.70)	0.044	0.31 (0.13–0.52)
FISH-N-	1.00	−	0.82 (0.64–0.91)	1.00	−	0.84 (0.66–0.93)
FISH+N-	0.76 (0.09–6.64)	0.800	0.86 (0.33–0.98)	0.69 (0.08–6.20)	0.744	0.86 (0.33–0.98)
FISH-N+	2.03 (0.64–6.51)	0.231	0.61 (0.34–0.80)	1.87 (0.53–6.59)	0.332	0.65 (0.37–0.83)
FISH+N+	8.89 (2.64–29.92)	< 0.001	0.09 (0.01–0.33)	7.18 (2.09–24.65)	0.002	0.12 (0.01–0.40)

Adjusted hazard ratios (HRs) from a Cox multivariable model (with age, tumor size, Ki-67 levels, and DCIS as additional covariates); significance (*p*) of the HRs and estimated 5-year survival are listed.

**Figure 8:**
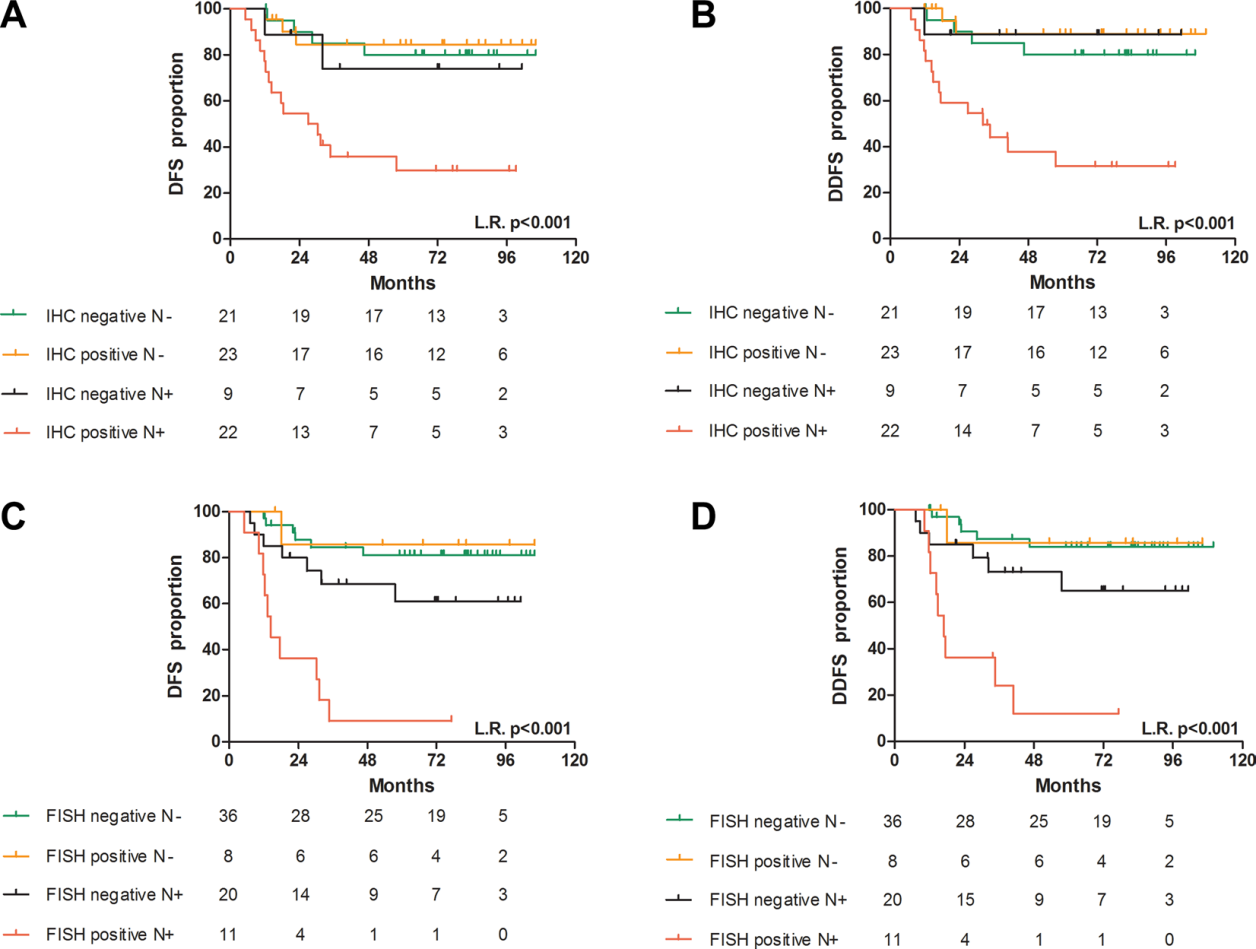
Prognostic value of CDCP1 in TNBC primary tumors Association between CDCP1 IHC status in N+ and N− patients with DFS (**A**) and DDFS (**B**) and between *CDCP1* FISH status in N+ and N− patients with DFS (**C**) and DDFS (**D**). L.R. *p* = *p*-value of the log-rank test.

The probability of developing distant metastases at 5 years of follow-up in the N-positive subgroup was 69% for CDCP1 IHC-positive patients and 11% in CDCP1 IHC-negative patients (*p* = 0.0246), whereas in N-negative patients, the likelihood was 11% and 20%, respectively (*p* = 0.450) (Figure 8B). Similarly, the probability of developing distant metastases at 5 years in the N-positive subgroup was 88% for *CDCP1* FISH-positive cases versus 35% for negative patients (*p* = 0.004) but 14% and 16% in N-negative/*CDCP1* FISH-negative and -positive patients, respectively (*p* = 0.935) (Figure 8D). The hazard ratios (HRs) of the synergistic interaction of CDCP1 IHC and FISH positivity with N positivity in predicting disease relapse did not differ significantly (*p* = 0.9478 for DFS and *p* = 0.7115 for DDFS).

## DISCUSSION

We have identified CDCP1 as a valuable marker of TNBC aggressiveness, implicating it as a novel potential therapeutic target, favored by its transmembrane localization, which renders it easily accessible by drugs. Our study demonstrates that the transmembrane receptor CDCP1 is overexpressed in ~60% of human primary TNBCs, 38% of which exhibit a gain in *CDCP1* copy number by FISH analysis, and that CDCP1 overexpression is linked to shorter DFS and DDFS in TNBC.

The rise in CDCP1 mRNA and protein levels in TNBC cell lines on treatment with postsurgery WHFs, which mimic a protumor microenvironment, implicates CDCP1 in driving the aggressiveness of this tumor subtype. Despite mRNA and protein levels increasing in response to WHF, the extent to which they did so differed, possibly due to post-transcriptional mechanisms that regulate CDCP1 expression [29, 30] or the localization of CDCP1 to poorly soluble cell membrane compartments [31]. These mechanisms might also differentially affect CDCP1 levels between cell lines. Unlike the 135-kD CDCP1 species, no increase in the 70-kD membrane-bound form was observed in most cell lines, suggesting that the WHF primarily regulates the full-length form, likely through its neosynthesis. In BT-549 and HCC1937 cells, in which the 70-kD form was downregulated only slightly after WHF treatment, the increase in the full-length form was nonetheless greater than the reduction in the 70-kD form, suggesting that the higher levels of full-length CDCP1 do not account for the reduction in its cleavage.

As reported for the MDA-MB-231, T47D, and MDA-MB-468 breast cancer cell lines [32, 21], CDCP1 expression and their migration and invasion *in vitro* were significantly associated. Moreover, CDCP1 promoted the formation of vascular-like channels, a property of TNBC that correlates with lower DFS [27], further implicating it in the acquisition of a more malignant phenotype. Notably, CDCP1 knockdown was associated with a decrease in the phosphorylation of canonical molecules that read out the activity of CDCP1 (Src and PKCδ) [26] in MDA-MB-231 but not BT-549 cells, suggesting that CDCP1-driven aggressiveness in TNBC cells could also be independent of canonical downstream molecules.

With regard to cell proliferation, we observed a negligible effect of CDCP1 on adhesion-dependent cell growth but confirmed the correlation between CDCP1 and anchorage-independent growth in TNBC [21]. This effect might depend on CDCP1-dependent resistance to anoikis [12], which mediates growth *in vitro* in 3D cultures and *in vivo*, rather than on its involvement in proliferation. Accordingly, whereas a study of 25 cases of breast cancer specimens, including hormone receptor-positive and -negative cases, reported that most tumors with high *CDCP1* mRNA levels were positive for the proliferation marker Ki-67 [33], we found no association between CDCP1 expression and proliferation rates in our tumor series.

Consistent with our *in vitro* findings, TNBC patients with CDCP1-positive specimens had a higher risk of distant relapse. The prognostic value of CDCP1 has been reported in human cancers, wherein CDCP1 overexpression is associated with a poor prognosis in certain epithelial tumors [13–17, 20], but our study is the first description of its clinical significance in TNBC patients.

Our analyses in human TNBC specimens also revealed an interaction between CDCP1 and nodal status, whereby CDCP1 expression identified cases that were at high risk of developing distant metastases, suggesting that only CDCP1-positive TNBCs among tumors that have already disseminated at the time of surgery tend to relapse. The similar frequencies of CDCP1-positive cases in the N-positive and -negative subgroups in our series raise the possibility that CDCP1 expression in disseminated TNBC accelerates the metastatic process. In N-positive TNBCs, for example, CDCP1 might promote transendothelial migration of TNBC cells or confer properties to tumor cells that have disseminated that improve their survival in circulating blood. This hypothesis is supported by the ability of CDCP1 to effect resistance to anoikis [12] and by the association between CDCP1 expression and the development of distant metastases in small tumors, such as those in our series.

The gain in *CDCP1* copy number in 38% of CDCP1-positive TNBC cases by FISH and the evidence that tumors with a high number of cells that express CDCP1 also bear many cells with alterations in *CDCP1* support that a genetic gain in *CDCP1* in this breast cancer subtype is involved in CDCP1 expression. Nevertheless, other mechanisms might govern CDCP1 expression in TNBC primary tumors without such gains, such as those in tumor hypoxia in renal cancer cells [34] and hepatocellular carcinoma [35], the EGF/EGFR pathways in ovarian models [36], BMP4 in pancreatic cells [37], and unidentified molecules in the tumor microenvironment of primary TNBCs, as suggested by WHF treatment.

The absence of an association of CDCP1 expression and copy number gains with clinicopathological features or the expression of a basal-like BC marker, such as cytokeratin 5/6 [38], suggests that CDCP1 is already present in early-stage TNBCs, independent of the molecular phenotype of tumor cells. Because mesenchymal-like and basal-like TNBCs have similar outcomes [4], their aggressiveness could account for their commonality, including their expression of CDCP1.

While our findings await validation in larger TNBC series, our data demonstrate the value of CDCP1 in predicting the aggressiveness of TNBC tumors and identify a therapeutic target for this disease.

## MATERIALS AND METHODS

### Cell lines, cultures, and treatments

The human breast cancer cell lines MDA-MB-231, BT-549, MDA-MB-157, HCC1937, MDA-MB-468 (American Type Culture Collection), SUM149, and SUM159 (Asterand Bioscience, Detroit, MI) were authenticated using a panel of microsatellite markers. Cell lines were maintained at 37°C in a humidified atmosphere of 5% CO_2_ in air as follows: MDA-MB-231 and BT-549 in RPMI 1640 (Sigma-Aldrich); MDA-MB-468 in Dulbecco's modified Eagle's medium (DMEM) (Lonza); MDA-MB-157 in Leibovitz (Lonza); SUM149 and SUM159 in DMEM F12 (Lonza) that was supplemented with insulin (5 μg/ml); and HCC1937 in RPMI 1640 medium that was supplemented with 1 mM sodium pyruvate, 1% (v/v) nonessential amino acids, and 10 mM Hepes. Each medium was also supplemented with 10% fetal bovine serum (FBS) and 2 mM glutamine (both from Sigma-Aldrich). For the stimulation with WHF, cells were starved in serum-free medium for 24 h and then treated for 48 h with a pool of 5 WHFs at a final concentration of 5% as described [24].

### Antibodies

In the biochemical analyses, we used rabbit polyclonal antibody against CDCP1 (Merck Millipore); rabbit polyclonal phospho-CDCP1 (Tyr734) (Cell Signaling); mouse monoclonal anti-Src, clone GD11 (Merck Millipore); rabbit polyclonal phospho-Src family (Tyr416) (Cell Signaling); rabbit polyclonal anti-PKCδ (Cell Signaling); rabbit polyclonal phospho-PKCδ (Tyr311) (Cell Signaling); mouse monoclonal anti-vinculin, clone hVIN-1 (Sigma); anti-rabbit or -mouse IgG (GE Healthcare) as the secondary antibody; and peroxidase-linked mouse monoclonal anti-actin (Sigma-Aldrich). In the IHC analyses, we used CDCP1 polyclonal antibody PA5-17245 (Thermo Fisher Scientific).

### Western blot

To prepare crude cell lysates, cells were processed as described [39]. Protein concentrations were determined by Coomassie Plus protein assay (Thermo Fisher Scientific). The samples were separated on NuPage SDS-Bis-Tris gels (Life Technologies) and transferred onto PVDF membranes (EMD Millipore). Signals were detected using ECL reagent (GE Healthcare). Densitometric analysis was performed using Quantity One 1-D (Bio-Rad), with CDCP1 expression normalized to that of actin.

### Growth, migration, and invasion *in vitro* assays

Relative 2D cell growth was measured by sulforhodamine B (SRB) assay [40]. Optical density was determined on an ELISA microplate reader (Bio-Rad Laboratories). Anchorage-independent tumor growth (3D) was assessed in cells that were suspended in complete medium that contained 0.2 % agar and seeded in 24-well plates at 2500 cells/well on a 0.5–ml base of complete medium that contained 0.4% agar; colony growth was examined by counting all colonies in each well 15 days after seeding at 40× magnification.

To evaluate migration, cells were seeded in the top of a Boyden chamber (Sigma-Aldrich) in serum-free medium, and medium with 10% FBS was placed in the well below; a Matrigel layer (Basement Membrane Matrix; BD Bioscience) was added for the invasion assay. Migration and invasion by MDA-MB-231 cells was determined as the area that they occupied at 12 h, whereas for BT-549 cells, these analyses were performed at 6 h. At the end of the incubation, cells in the upper chamber were removed with cotton swabs, and those that traversed the Matrigel were fixed in 100% ethanol, stained with SRB, and imaged on an ECLIPSE TE2000-S inverted microscope (Nikon Instruments). The results were expressed as the area that was occupied by cells on the bottom of the Transwell, as evaluated by digital image analysis using the appropriate software (Image Pro-Plus 7.0 application, Media Cybernetics) in 3 independent experiments (± SEM). Differences were considered to be significant at *p* < 0.05.

### *In vitro* tube formation assay

Cells (2 × 10^4^) were seeded in 96-well plates that were precoated with Matrigel (Corning) (35 μl/well, diluted 1:1 in medium without FBS) and incubated for 2–4 h at 37°C. Tube formation was detected using an EVOS^®^ XL Core Cell Imaging Systems inverted light microscope (AMG) (10× magnification) as described [27].

### Knockdown of CDCP1 by siRNA transfection

Knockdown of CDCP1 with siRNA (ON-TARGET plus SMART pool, GE Healthcare) was performed with a pool of 4 oligonucleotides that could bind and degrade *CDCP1* mRNA and were tested for silencing efficiency and the presence of off-targets.

Negative control: 5′ UGGUUUACAUGUCGACU AAdTdT3′

*CDCP1*-1:5′AGGAGGAGCGGGUUGAAUAdTdT3′

*CDCP1*-2:5′CCACGAGAAAGCAACAUUAdTdT3′

*CDCP1*-3:5′CCAGAAAUGUCUCCGGCUUdTdT3′

*CDCP1*-4:5′GAGCAUCGGUUUAGAGCUGdTdT3′

Cells were transfected with CDCP1 siRNAs (100 nM) using RNAiMAX (Life Technologies) or with the appropriate control siRNAs (On-TARGETplus Non-Targeting Pool, GE Healthcare), harvested at 48 h posttransfection, and examined for CDCP1 expression by western blot. Densitometric analysis was performed using Quantity One 1-D (Bio-Rad), with CDCP1 expression normalized to that of actin. The knockdown efficiency, expressed as the percentage reduction in CDCP1 expression that was induced by CDCP1 siRNA compared with the control siRNA, was ≥ 80%, considering both CDCP1 forms. Silencing of CDCP1 in MDA-MB-231 and BT-549 cells was stable for more than 10 days (data not shown).

### Gene expression analysis

Total RNA was isolated from samples using Qiazol (Qiagen). RNA integrity and purity were assessed on a Bioanalyzer (Agilent) after total RNA *in vitro* amplification; the RNA was then labeled with biotin and analyzed on Illumina HumanHT-12 V3.0 expression beadchips (Illumina). This array contains over 47,000 transcripts that are derived from the UniGene database. Array chips were washed per the manufacturer's protocol, stained with 1 μg/ml Cy3-streptavidin (GE Healthcare), and scanned on an Illumina BeadArray Reader. Intensity values were quality-checked, and the dataset was normalized using the quantile algorithm and BeadStudio, version 3. For each gene, the detection value was set to *p* < 0.05, and 50% of missing values was the cutoff to filter reliable data. All microarray data are MIAME-compliant, and the raw data were deposited into the NCBI Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/projects/geo/) under accession number GSE59614.

### Bioinformatics analysis of microarray data

WHF-treated and untreated MDA-MB-231, BT-549, MDA-MB-468, SUM149, and MDA-MB-157 cells were split into training and validation sets. The experimental settings were designed, considering a biological replicate of 5 paired (treated and untreated) TNBC cell lines. The data were validated in an independent preparation of the 5 cell lines following the same experimental design. Differentially expressed genes were imputed by class comparison, based on a false discovery rate (FDR) < 0.1 and following a paired experimental design in the training set.

Differentially expressed genes were then tested in the validation set. In this dataset, 21,192 of 47,000 transcripts were detected, and 471 Illumina probe sets that corresponded to 427 unique genes were differentially expressed: 175 probes were upregulated in WHF-treated cells versus 296 in untreated cells, indicating that WHF modulated gene expression under our working conditions. 

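Over the 5 lines, WHFs lowered enzymes of lipid synthesis and raised a small group of other genes. LSS, the lanosterol synthase, fell by 1.68 on the log2 scale (standard error 0.180, adjusted p = 0.0692), and ACAT2, which feeds acetyl units into the cholesterol pathway, fell by 1.64. SCD, the stearoyl-CoA desaturase, fell by 1.56 (standard error 0.140, adjusted p = 0.0403), ACSS2, the acetyl-CoA synthetase, fell by 0.98 and LPIN1, the lipin phosphatase, fell by 1.34. A4GALT, which makes the glycolipid Gb3, rose with a log2 fold-change of 1.29 (standard error 0.151, adjusted p = 0.0692). PIM3, a survival kinase, rose with 1.27, and UPP1, the uridine phosphorylase, rose with 1.07.
Of 21189 probes tested by limma with the line as a block, 16 passed a false discovery rate of 0.1, 4 higher and 12 lower, and 4094 had an unadjusted p under 0.05. The 16 probes belong to 11 named genes, and 2 carry no gene symbol. The others that fell were the interferon-induced IFI44 at −1.25, the transcription cofactor gene SERTAD4 at −1.39, and the noncoding RNA OLMALINC at −1.35. Without MDA-MB-231 or without BT-549 the count was 0, without SUM149 it was 2, without MDA-MB-157 it was 6 and without replicate A it was 2. With the 10 pairs of line and preparation as blocks it was 5369. With a log2 offset of 50 it was 35, of which 13 were higher and 22 lower, and with median scaling it was 42, of which 20 were higher and 22 lower.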

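In MDA-MB-231, the cytokine gene IL24 rose with a log2 fold-change of 4.06 (standard error 0.343, adjusted p = 4.15e-06), PDK4, which slows pyruvate oxidation, with 3.38, and ANGPTL4, an inhibitor of lipoprotein lipase, with 3.18, while PMEPA1, a TGF-beta target, had −3.21 and LFNG, a modifier of Notch, −3.13. In BT-549, the chemokine gene CCL20 rose with 4.88 (standard error 0.312, adjusted p = 3.85e-07) and the matrix metalloproteinase gene MMP3 with 4.34, while the collagen gene COL1A1 had −3.45, the interferon-induced MX1 −3.40 and the retinoic acid receptor gene RARA −3.52. In MDA-MB-157, the chemokine gene CXCL8 rose with 4.73 (standard error 0.258, adjusted p = 9.40e-08) and the acute phase gene SERPINA3 with 4.32, while TXNIP, an inhibitor of glucose uptake, fell by 3.79.
In MDA-MB-468, the aldehyde dehydrogenase gene ALDH3A1 rose with 4.02 (standard error 0.234, adjusted p = 2.72e-07), while FGFBP1, a carrier of fibroblast growth factors, had −3.35 and HMGCS1 and INSIG1, genes of cholesterol metabolism, −3.13 and −2.95. GDF15, a stress-induced cytokine gene, was at least 15.7-fold higher in WHF-treated MDA-MB-468. In SUM149, the heme oxygenase gene HMOX1 rose with 3.62, the nucleotide receptor gene P2RY6 with 3.13 and FAM43A with 3.14, and the phosphodiesterase gene PDE7B was at least 5.27-fold lower. At a false discovery rate of 0.1 and more than 2-fold, limma called 1406 probes in MDA-MB-231 (594 higher, 812 lower) and 2308 in BT-549 (959 higher, 1349 lower). It called 507 in MDA-MB-157 (219 higher, 288 lower), 340 in MDA-MB-468 (175 higher, 165 lower) and 2205 in SUM149 (827 higher, 1378 lower).
Leaving out WHF replicate A of the line gave 307 in MDA-MB-157, 224 in MDA-MB-468 and 3376 in SUM149. From the authors' normalized intensities the counts were 520, 1108, 228, 140 and 912 in the order MDA-MB-231, BT-549, MDA-MB-157, MDA-MB-468 and SUM149. The balance in MDA-MB-468 turned to 68 higher and 72 lower with those intensities, to 62 and 69 with no normexp step and to 102 and 112 with an offset of 50, and median scaling gave 226 and 139 there and 568 and 1773 in SUM149.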

Gene-set enrichment analysis was performed using GSEA v2.0.13 [41] on GO biological processes. GSEA was run using a pre-ranked gene list according to the t statistic obtained from differential expression analysis. Because we aimed to identify plasma membrane receptors that were upregulated in TNBC models and associated with TNBC aggressiveness as potential therapeutic targets, our analyses were restricted to 796 membrane surface molecules that are expressed in all human tissues. This list was generated per Castellano et al. [42] and updated by a manually curated PubMed search and integration with HPMR [43], with the database provided by Almén [44]; 258 of the 796 unique genes were detected in our breast cancer models.

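Of the surface genes listed for this comparison, 262 were measured above background, by 373 probes. CD55, a regulator of complement, was higher in 5 of 5 lines with a standard error of 0.143 (adjusted p = 0.142). NECTIN1, a cell adhesion molecule, had a log2 fold-change of 0.72 and was higher in 5 of 5 lines. Lower genes included BMPR2, a receptor of bone morphogenetic proteins, at −1.05, and TNFRSF19, a member of the tumor necrosis factor receptor family, at −1.15.
As a whole the list did not move, with 120 genes higher, 142 lower and a median of −0.02 (camera adjusted p = 0.824). The lowest p of the list was that of MC1R (adjusted p = 0.120). CDCP1 (ILMN_1708167) ranked 1 by fold-change and 6 by p over the 5 lines, and its p adjusted over the list alone was 0.185. The list was written from general knowledge in place of the paper's list of molecules, which is not given in the sources used here, so the sets differ.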

At a significance threshold of FDR < 0.1 and fold-change > 2, only one gene, *CDCP1*, was differentially upregulated. *CDCP1* mRNA levels were analyzed using the best-performing probe, ILMN_1708167, as indicated by Illumina Inc.; the 4.17-fold change in mRNA that we have reported is derived from this analysis, which considered all TNBC cell lines, and represents the geometric mean log fold-change in *CDCP1* mRNA (WHF-treated *vs* untreated cells). 

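Besides ILMN_1708167, the array carries 3 more probes for CDCP1, and the 4 probes did not respond alike to WHFs. In MDA-MB-231, ILMN_2341611 had a log2 fold-change of 1.34 (standard error 0.324, adjusted p = 0.0101) and ILMN_1688670 had 1.19 (standard error 0.313, adjusted p = 0.0157). In BT-549, these 2 probes rose with 1.57 (adjusted p = 0.00215) and 1.69 (adjusted p = 0.000996). In SUM149 they had 0.44 (adjusted p = 0.354) and 0.41 (adjusted p = 0.379), and in MDA-MB-468 0.29 and 0.46. The probe ILMN_1724941 fell by 1.88 in SUM149 (standard error 0.263, adjusted p = 0.000140), had −0.75 in MDA-MB-231 (adjusted p = 0.0606) and 0.06 in BT-549 (adjusted p = 0.892).
Over the 5 lines the log2 fold-change was 0.68 for ILMN_2341611 (adjusted p = 0.223), 0.69 for ILMN_1688670 (adjusted p = 0.219) and −0.43 for ILMN_1724941 (adjusted p = 0.467), all from limma. The 3 probes were detected in 12 of 12 readings in MDA-MB-468, where ILMN_1708167 was detected in 0 of 4, and in 1 of 12 readings in MDA-MB-157, where ILMN_1708167 was detected in 4 of 4. In the other 3 lines all 4 probes were detected on every array. Probe sequences are not given in the sources used here.

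**Figure D4:**
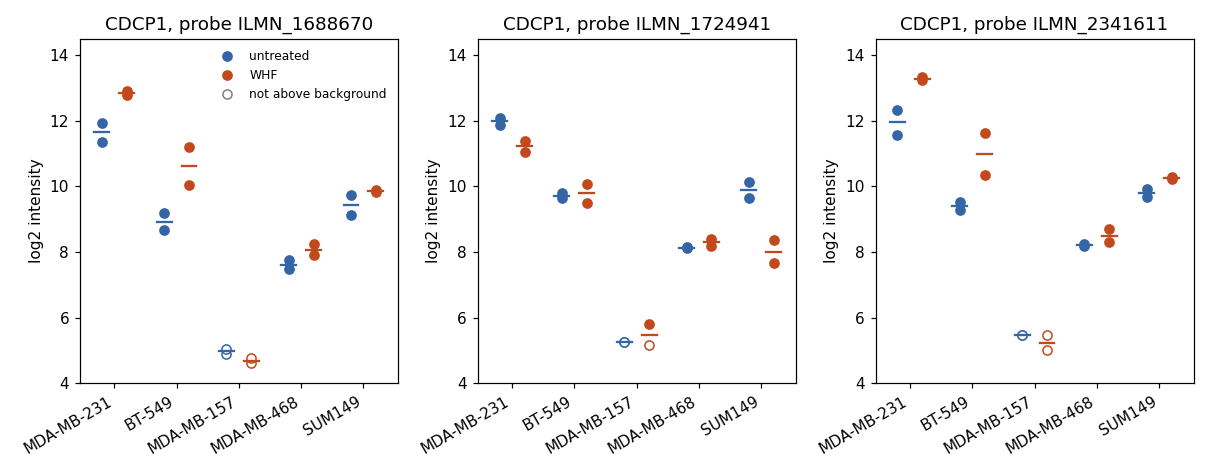
Each point is the log2 intensity of a CDCP1 probe on 1 array, and bars are the means of 2 cultures; open points were not above background. In SUM149 the probe ILMN_1724941 fell by 1.88 with WHFs.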

A TaqMan assay that specifically amplified *CDCP1* transcripts (Hs01080405_m1, Hs01080410_m1; Thermo Fisher Scientific) was performed to confirm the statistically significant increase in *CDCP1* mRNA levels that were observed in the gene expression analysis.

### Patients and WHFs

Samples from 100 TNBC patients who were diagnosed between August 2002 and February 2007 in our institute (Fondazione IRCCS Istituto Nazionale dei Tumori) were selected, based on IHC criteria (<1% of cells positive for estrogen receptor, progesterone receptor, and HER2 expression, classified as 0 or 1+) and availability of follow-up. Twelve WHFs from breast cancer patients who were diagnosed in 2010–2011 and did not undergo neoadjuvant therapy, without a high glycemic index (> 110 mg/dl), were collected from the first clearing of surgical closed-type breast drains (no abdomen or armpit) under suction during the 24 h postsurgery. WHFs were centrifuged immediately at 3000 g, aliquoted, and stored at −80°C. The protein concentration in the WHFs, as determined by Biureto method, ranged from 3.7 to 5.1 g/dl. WHFs were pooled, 5 at a time in each experiment, and used at a final concentration of 5% in medium, wherein each WHF had a final concentration 1%, as in our previous work [24]. WHFs in medium were passed through a 0.22–μm syringe PVDF filter (Merck-Millipore) before cell stimulation.

Supplementary Table S1 lists the pathobiological characteristics of the patients from which the WHFs were derived. All patients gave written consent for use of their biological materials for future investigations and research purposes, and the study did not require further institutional approval from the ethics committee. All data were analyzed anonymously, and all experiments complied with the Declaration of Helsinki. The median follow-up of the cohort of 100 patients was 5.4 years.

### Immunohistochemistry

Expression of CDCP1 was analyzed by IHC on consecutive 2-μm formalin-fixed, paraffin-embedded (FFPE) tumor sections, using rabbit polyclonal anti-CDCP1 (1:50) (PA5-17245, Thermo Fisher Scientific), which is directed against the C-terminus of CDCP1, after antigen retrieval, which as performed by heating the sections for 5 min at 96°C in 10 mM citrate buffer, pH 6.0. Immunoreactions were visualized using streptavidin-biotin-peroxidase (Dako, Agilent Technology, Santa Clara, CA), 3,3′-diaminobenzidine (DAB; brown signal) (Dako) as the chromogen, and the sections were counterstained with hematoxylin. Images were acquired on an ECLIPSE TE2000-S inverted microscope (Nikon Instruments, Melville, NY) at 20× and 40× magnification.

The reactivity of anti-CDCP1 in the TNBC specimens was considered to be positive when ≥ 10% of tumor cells showed membrane staining. This cutoff was chosen, based on distribution analysis of the percentage of CDCP1-positive cells by IHC in each tumor section. No tumors had < 10% CDCP1-positive cells in our series, and cases with different percentages of CDCP1-positive cells were likewise distributed in a 10–100% interval. By explorative Kaplan-Meyer analysis of DFS in our cases—stratified as negative, ≥ 10% and < 50%, or ≥ 50% for CDCP1 expression, both CDCP1-positive groups had a worse and superimposable DFS compared with CDCP1-negative cases (data not shown).

### Fluorescence *in situ* hybridization (FISH)

For FISH studies, 3 bacterial artificial chromosome (BAC) clones (BAC 2311L2, spanning only *CDCP1*; and BAC 265303 and BAC 3050I8, covering the CDCP1 region and *CLEC3B* and *TMEM158* on 3p21.31), chosen from Genome Browser of the University of California of Santa Cruz (http://genome.ucsc.edu/), were used. Each clone was tested by FISH in metaphase cells to confirm its location on 3p21.31 and to grade their signal strength and specificity. A commercial probe for centromere 3, CEP3 (Abbott Molecular), was mixed with the BAC pool to better assess the presence of genetic alterations, such as amplification, deletion, and polysomy. To improve the FISH signal intensity, the mixture of BACs was used after verifying that the percentage of positive cells remained identical to that obtained using only BAC 2311L2 in a pilot cohort of tumors (20 TNBCs). The pooled BACs were labeled with Spectrum Green (Abbott Molecular, Illinois) using a nick-translation kit (Abbott Molecular).

A representative example of the FISH results with BAC 2311L2 alone or the mixture of BACs is provided in Supplementary Figure S2. In light of the heterogeneity of TNBCs, the mean signal per tumor cell for CDCP1 and CEP3 was recorded for each case, as was the percentage of tumor cells with an alteration in gene copy number. For the amplified CDCP1 and polysomic CDCP1 categories, we used cutoffs of 10% and 40% positive cells, respectively—the same criteria that have been used for the analysis of HER2 [45], EGFR [46], and MET [47], the prognostic values of which are associated with a genetic acquisition. All FISH analyses were performed on FFPE tissues in areas that were selected by the pathologist as CDCP1-positive by IHC or, for IHC-negative cases, representative of the tumor.

### Statistical analysis

Relationships between categorical variables were analyzed by Fisher's exact test. Two-tailed Student's *t*-test was used to compare mean values of 2 independent groups; for 2 dependent groups, the equality of means was examined by two-tailed paired *t*-test. An approach that was based on minimal depth variable importance, as estimated by random survival forests [28], was used to select prognostic factors of DFS and DDFS. Kaplan-Meier survival curves and exact log-rank tests were used to analyze differences in DFS and DDFS between 2 or more tumor groups. Adjusted HRs of prognostic factors and their 95% confidence intervals (CIs) were estimated by fitting multivariable Cox survival models. The null hypothesis that a hazard ratio (HR) estimated in a Cox model is equal to 1 was evaluated using the Wald test. Differences were considered to be significant at *p* ≤ 0.05. All analyses were performed using Stata 13.0 (Stata) and R 3.13.2.

## SUPPLEMENTARY MATERIALS

# Supplementary material for: CDCP1 is a novel marker of the most aggressive human triple-negative breast cancers
**Source:** Oncotarget. 2016 Sep 10;7(43):69649–65. doi: 10.18632/oncotarget.11935
**Supplement:** Supplementary file 1

CDCP1 is a novel marker of the most aggressive human triple-negative breast cancers

Supplementary Materials

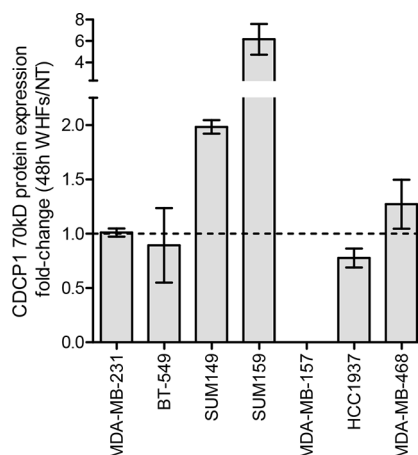

Supplementary Figure S1: WHF regulation of cleaved membrane-bound CDCP1 expression. Shown are the fold-increases ($\pm$ SEM) in the cleaved membrane-bound CDCP1 protein (70-kD) upon WHF stimulation of each cell line in at least 3 independent Western blot experiments with respect to untreated cells. Densitometric analysis was performed as described in Materials and Methods; CDCP1 70-kD expression levels were normalized on actin levels.

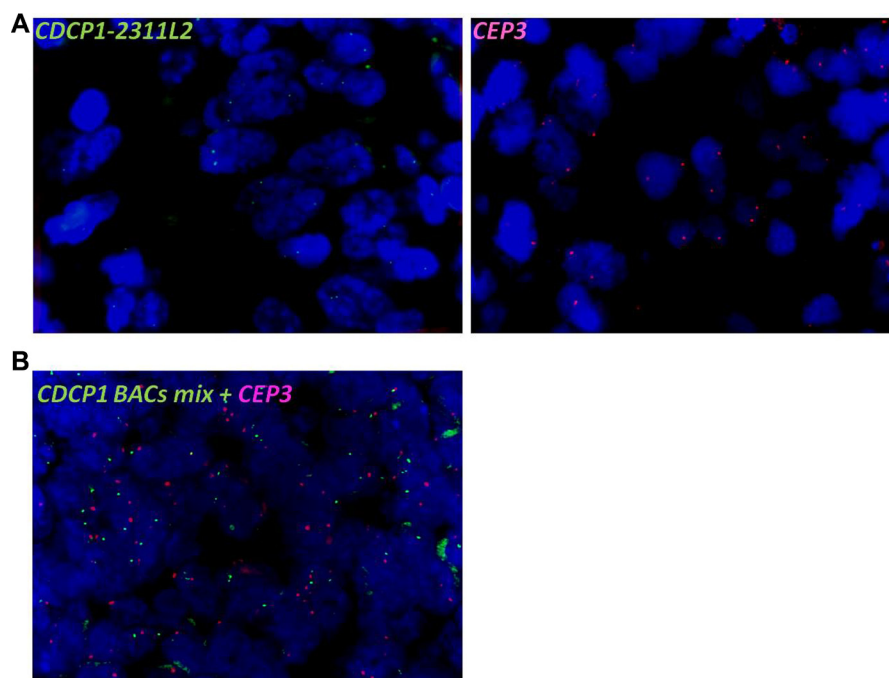

Supplementary Figure S2: Representative images of FISH using CDCP1-2311L2 probes, spanning only the CDCP1 gene, and CEP3 probe (**A**) or a mix of three BACs (BAC 2311L2, BAC 265303 and BAC 3050I8) and CEP3 probe (**B**) on the same FFPE human primary TNBC specimen. This case is polysomyc for CDCP1 gene.

Supplementary Table S1: Tumor clinicopathological characteristics of patients from whom WHFs were collected

^aIDC, invasive ductal carcinoma; ILC, invasive lobular carcinoma; DCIS, ductal carcinoma *in situ*.

^bnd, not determined.

^cER-pos, > 10% cell positivity.

^dPgR-pos > 10% cell positivity.

How the deposited data were processed for this re-analysis (not part of the article)

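Gene expression was measured in 5 TNBC cell lines, MDA-MB-231, BT-549 and MDA-MB-157 (mesenchymal-like) and MDA-MB-468 and SUM149 (basal-like). Each line has 2 WHF-treated and 2 untreated cultures, which makes 20 arrays. WHFs were used at 5% for 48 h after 24 h of starvation. The labels call the 2 cultures of a line and treatment A and B. The paper's text does not name the letters, but its Table 1 does tell them apart. From the authors' values, CDCP1 fold-changes of replicate A lie within 0.03 of the training values, and those of B within 0.03 of the validation values, in 5 of 5 lines. Set A is thus taken as the training set, a match made after the results were seen, and both orders were compared. As the methods call the second set an independent preparation, WHF-treated and untreated cultures with the same letter are pairs. Deviations of paired arrays from their group means correlated, across probes, at 0.0399 in MDA-MB-231, 0.0589 in BT-549, 0.154 in SUM149, 0.226 in MDA-MB-468 and 0.299 in MDA-MB-157 (probes are not independent replicates). The single lines were fitted without this block, as planned, and again with it.

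The authors scanned the Illumina beadchips and extracted signals with BeadStudio. The first deposited table holds, for each array, the average bead signal, a fluorescence intensity that is neither normalized nor corrected for background, and the detection p-value that BeadStudio computes from negative control probes. The second deposited table holds the intensity after the authors' quantile normalization over the 20 arrays on the linear scale, with values from 60.9 to 61704. Within every array, the rank correlation over probes of the 2 tables was 1. The first table has 47319 probes and the second 47323. Probes were named from the supplied annotation, in which 30112 probes had 1 gene symbol, 8 had several and 17199 had none, and 30073 were found in the gene table. The methods name version 3.0 of the array and the annotation is of another version, which can affect which probes have a name.

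From the bead signals, background was corrected by limma's normexp model with the detection p-values, followed by quantile normalization and log2 with an offset of 16. Probes with a detection p under 0.05 on at least 10 of 20 arrays were tested, 21189 in all, for 11864 genes. Changes were measured within a probe, and levels of different probes were compared only to choose 1 probe per gene and to check for saturation. Arrays have no counting depth, and their number and their signal over background limit the precision.

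The comparison over the 5 lines used the mean of replicates A and B per line and treatment, limma with the line as a block, and Benjamini-Hochberg adjustment over all tested probes at 0.1. The same test was run in set A alone and in set B alone. The response of each line was tested in a limma fit of 10 groups of 2 arrays, at 0.1 and more than 2-fold, and differences between lines by the F test of the line-by-treatment terms. The 3 mesenchymal-like and 2 basal-like responses were compared by limma, with an exact permutation test for CDCP1. Across the lines, CDCP1 was also tested by exact sign flips. These p-values measure the spread between cell lines or between replicate cultures, not between patients' fluids.

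In all, 32 gene lists were tested over the 5 lines with camera (inter-gene correlation 0.01) on 1 probe per gene, the one with the highest mean, with adjustment over the lists at 0.05. Differences between lines in a list's median were tested by 10000 permutations. The lists, the tests, the thresholds, the alternatives and the rule for naming genes were set before the data were examined. The rule names the 10 highest and 10 lowest changes over the lines among called probes with the same sign in all 5 lines. It adds up to 4 members per list by the moderated t, 5 genes each way per line, 10 genes for differences between lines and between subtypes, called surface genes, and every gene the paper names. The paper's Table 1 was known then. The lists were written from general knowledge, since the paper's list of surface molecules and its Gene Ontology sets are not given in the sources used here. Genes for which 1 array of a group was below background are not named among the single lines' genes.

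The tests were tried on simulated data of the same size and with the same spread between replicates. The simulations over the 5 lines and in 1 set also held the spread between lines of the data, and the others did not. Over the 5 lines, 60 of 100 probes with a log2 change of 1 and 95 of 100 with a change of 2 were recovered, with 24 false calls among 21189 probes. In 1 set, 51 and 93 were recovered with 18 false calls, and in 1 line 40 and 98 with 4. The test between lines recovered 27 and 83 with 15 false calls, and that between subtypes 51 and 97 with 6. The subtype test measures against the spread between lines, which its simulation left out, so its recovery in the data can be lower.

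The alternatives were other normalizations (none for background, the authors' values, cyclic loess, median scaling), an offset of 50, other filters, other thresholds, other units of replication, other tests, the other CDCP1 probes, and each line or replicate left out in turn. RT-qPCR, western blots, functional assays and patient samples have no array files and were not analysed here. The work used R 4.3.3, limma 3.58.1, statmod 1.5.0, fgsea 1.28.0, Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.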

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

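The tests of explanations in this part were chosen only after the results were seen, as was the look at splits that part all 5 lines. The comparisons with 100 other splits of the samples were planned.

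In SUM149, CDCP1 probe ILMN_1724941, whose values the paper does not report, changed by −1.88 (log2) with WHFs, while ILMN_1708167 changed by 2.95. The other 3 probes were above background in 24 of 24 readings in MDA-MB-231 and SUM149, and in untreated SUM149 the nearest of them lay 5.79 log2 units below the brightest probe of the array, which argues against dim or saturated probes. In MDA-MB-157 the other 3 probes were detected in 1 of 12 readings and ILMN_1708167 on all 4 arrays, so ILMN_1708167 may read RNA that the others do not. In MDA-MB-468 the other 3 probes were detected in 12 of 12 readings and ILMN_1708167 in 0 of 4. The paper's western blots detected CDCP1 in MDA-MB-468 and not in MDA-MB-157, which goes with the other 3 probes in these lines. In SUM149 the paper's RT-qPCR gave a rise of CDCP1 RNA in both of its sets with the assay Hs01080405_m1. With the assay Hs01080410_m1 it gave a rise in the training set and a value below 0 in the validation set. The paper's full-length protein rose with WHFs in SUM149, the direction of ILMN_1708167. Protein is not RNA, and no probe sequence is given in the sources used here. Whether ILMN_1708167 reads another CDCP1 transcript or the RNA of another gene in MDA-MB-157 thus cannot be told apart.

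The NF-kB targets differed between lines (permutation test, adjusted p = 0.0325), with 16 of 26 raised in BT-549 and 10 in MDA-MB-157, against 0, 1 and 3 in MDA-MB-231, MDA-MB-468 and SUM149. Members with room to rise, below 12 on the log2 scale in untreated cells, had a highest median of −0.0847 in the latter 3 lines, which argues against a ceiling of the signal. Of 24 leukocyte markers, 1 (CD163) was detected with WHFs alone in BT-549 and 0 in MDA-MB-157, while the abundant PTPRC, TYROBP and FCER1G were not above background in any line, which argues against leukocyte RNA from the fluid. Both lines shared a chip, and a batch and a trait of the cells cannot be told apart for them, with a correlation across probes of 0.276 between their responses (probes are not independent replicates). A difference between the lines in NF-kB signaling may underlie the pattern, which these data cannot settle.

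Fewer probes changed in MDA-MB-157 and MDA-MB-468 (507 and 340) than in the other 3 lines (1406 to 2308). Their SD between replicates was at most 0.218 against 0.245 or more elsewhere, so their cultures were not noisier. The fit pools the spread over the lines, so a line's own noise does not widen its error. This comparison therefore cannot decide what set the counts. Their median number of detected probes was at least 21863 against at most 21000.5, which argues against weaker signal. The median of cholesterol synthesis in MDA-MB-468 was −1.94, which argues against exchanged or mixed WHF and untreated arrays in that line. The SD of the log2 fold-changes over probes was 0.404 in MDA-MB-157 and 0.370 in MDA-MB-468, against 0.541 to 0.660 in the other 3 lines. The measured response was thus smaller in these 2 lines. Its cause remains open, and no biological explanation was tested.

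Over all splits, chance could not be excluded for the 16 probes called over the 5 lines (8 of 100 splits gave as many, the real one included, highest other 3111), the 16 of set A (5 of 100, highest other 1652) or the 2 of set B (14 of 100, highest other 3041). Over the 5 lines and in set A, all the other splits counted part BT-549 alone, or MDA-MB-231, BT-549 and SUM149, by treatment and leave the other lines unparted. They thus hold the response to WHFs, which points to a structure of the samples rather than to a picture of no effect. For the 7 gene lists raised, 12 of 100 splits gave as many (highest other 8), and for the 4 lists lowered 67 of 100 did (highest other 8), so chance could not be excluded there. Among drawn splits that part all 5 lines, the highest other counts were 0 of 13 splits for the 5 lines, 0 of 14 for set A, 0 of 12 for set B, 5 lists raised and 8 lists lowered. For the lists lowered, 8 of the 13 splits gave as many as the real one, itself included, so that count was not unusual. For the other counts these splits are too few for a share under 0.05.

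The CDCP1 response of probe ILMN_1708167 differed between lines (adjusted p = 4.04e-05). Of 21189 probes, 8713 had a response that differed between lines. Interferon-stimulated genes had a median of −0.68 over the lines and differed between them (permutation test, adjusted p = 0.0325), from −0.14 in MDA-MB-468 (−0.05 in replicate A, −0.14 in B) to −1.65 in BT-549 (−1.004 in A, −2.20 in B). Cholesterol synthesis had a median of −0.996 and differed between lines (permutation test, adjusted p = 0.0325), from −0.18 in BT-549 (0.03 in replicate A, −0.43 in B) to −1.94 in MDA-MB-468. Metallothioneins had a median of 1.26 and differed between lines (permutation test, adjusted p = 0.0452), from 0.08 in SUM149 (−0.14 in replicate A, 0.31 in B) to 2.51 in BT-549. G1/S genes had a median of −0.26 and differed between lines (permutation test, adjusted p = 0.0325), from −0.76 in MDA-MB-231 to 0.21 in SUM149 (0.08 in replicate A, 0.33 in B). Hypoxia genes differed between lines (permutation test, adjusted p = 0.0325), from −0.74 in BT-549 to 0.20 in MDA-MB-157. Cytokines and chemokines differed between lines (permutation test, adjusted p = 0.0452), from −0.30 in MDA-MB-231 to 0.30 in BT-549. Genes of wounding and inflammation differed between lines (permutation test, adjusted p = 0.0398), from −0.06 in SUM149, which turned to 0.05 under another normalization, to 0.50 in BT-549. Ribosomal protein genes differed between lines (permutation test, adjusted p = 0.0325), from −0.01 in MDA-MB-157, which lay between −0.04 and 0.15 over the normalizations, to 0.22 in BT-549, which reached 0.48. Signals in lists the paper does not discuss were medians of 0.35 for NF-kB targets, 0.16 for STAT3 and acute phase genes, −0.82 for fatty acid synthesis, 0.21 for chaperones of the endoplasmic reticulum and 0.24 for NRF2 targets. In 4 of 49 groups of 5 lines (32 lists and 17 probes, 21 of the lists added to this check after the results were seen), 1 line lay far from the others, where chance alone gives about 1 in 20. Its gap to the nearest line was 0.720 of the whole range for EGFR ligands and ERK feedback and 0.713 for G2/M genes (both SUM149), 0.727 for FOXO and starvation genes (MDA-MB-157) and 0.839 for endothelial and adipocyte markers (MDA-MB-231, −0.24 in replicate A and −1.01 in B). None of the 4 passed the permutation test between lines (lowest adjusted p = 0.0605). That test permutes replicate medians between lines and has little power for a single line that differs alone, so it cannot decide these cases.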

How the results depend on the processing

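The alternatives were planned, except that leaving out each of the 20 arrays for differences between lines, and each line for differences between subtypes, was chosen after the results were seen. CDCP1 kept its side of the threshold in set A and in set B under all 18 alternatives each (not called, adjusted p 0.128 to 0.543 and 0.139 to 0.486), while the log2 value ran from −0.39 to 2.93 and from −0.48 to 2.50 and was negative with ILMN_1724941. Its difference between lines passed under all 32. Probes that differed between lines numbered 6501 to 10152 over 30 alternatives. Of the results that answer a comparison, 375 values under alternatives were on the same side or within 1.5 times, 94 counts moved further, 2 values reversed, 2 became called and 3 lost their call. Of those for named genes and lists, 3898 were on the same side, 288 became called, 175 lost their call and 0 reversed. For the changes below, the cause was not tested.

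With line-and-replicate pairs as blocks, 5369 probes and 2 surface genes were called over the 5 lines, and CDCP1 (2.20) had an adjusted p of 0.00883. With the line as a block over 20 arrays these were 6696, 2 and 0.000796 at the same 2.20, and over 22 alternatives the adjusted p ran from 0.000796 to 0.467. Both take replicate cultures of 1 line as independent units. The pairs as blocks left every call of a gene list as it was. With the pair as a block in the single lines, the counts were 1424, 2316, 513, 346 and 2214 (MDA-MB-231, BT-549, MDA-MB-157, MDA-MB-468, SUM149), 9352 probes differed between lines, and the pairing changed no other call there.

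At an FDR of 0.05, 2 probes were called over the 5 lines, 1 in set A (1 repeated) and 0 in set B (0 repeated). With no filter these were 0, 0 (0 repeated) and 0 (0 repeated), and probes detected on at least 2 arrays gave 4 in set A (4 repeated) and 0 in set B (0 repeated). The methods name a paired t-test for dependent groups and do not say that the class comparison used it. A plain paired t-test gave 1 over the 5 lines, 1 in set A (0 repeated) and 0 in set B (0 repeated). With trend and robust, eBayes gave 87, 92 (91 repeated) and 108 (103 repeated). The authors' values gave 6 in set A (6 repeated) and 28 in set B (28 repeated), no normexp step gave 5 (5 repeated) and 29 (29 repeated), and cyclic loess gave 8 in set A (8 repeated). An offset of 50 gave 35 over the 5 lines and 27 in set B (27 repeated), and median scaling 42 over the 5 lines and 1 in set B (1 repeated). With median scaling the split was 20 higher and 22 lower over the 5 lines against 4 and 12, 226 higher and 139 lower in MDA-MB-468 against 175 and 165, and 568 higher and 1773 lower in SUM149 against 827 and 1378. With an offset of 50 the split over the 5 lines was 13 higher and 22 lower. No scaling moved the median of all probes by over 0.1.

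In the order MDA-MB-231, BT-549, MDA-MB-157, MDA-MB-468 and SUM149, the counts were 520, 1108, 228, 140 and 912 with the authors' values, 467, 1006, 208, 131 and 805 with no normexp step, and 5232, 7365, 1888, 1305 and 6860 with no fold limit. An offset of 50 gave 852 in MDA-MB-231, 214 in MDA-MB-468 and 1443 in SUM149. With the other CDCP1 probes, the change in SUM149 was 0.41 (ILMN_1688670), 0.44 (ILMN_2341611) and −1.88 (ILMN_1724941), and ILMN_1724941 gave −0.75 in MDA-MB-231 and 0.0636 in BT-549. With an estimated correlation, 0 lists were called raised and 0 lowered by camera, and fry called 0 raised and 1 lowered, against 7 and 4. With the chip as a random block, 7042 probes differed between subtypes, at an estimated chip correlation of −0.817 from 3 chips.

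Leaving out 1 line or replicate gave 0 to 16 probes over the 5 lines, 0 to 8 in set A with 0 to 8 repeated, 0 to 2 in set B with 0 to 2 repeated, and 3 to 7 lists lowered. Leaving out 1 array, where the lone array is assumed to vary like the other groups, gave 307 to 609 in MDA-MB-157, 224 to 433 in MDA-MB-468 and 1711 to 3376 in SUM149. Under fgsea, NF-kB targets (adjusted p = 0.114) and NRF2 targets (adjusted p = 0.0516) were not called and G2/M genes were (adjusted p = 0.00720). With a detection p under 0.01, the G1/S genes were not called (median −0.24, adjusted p = 0.0522). Without replicate A, the NF-kB targets (median 0.15, adjusted p = 0.132) and G1/S genes (median −0.21, adjusted p = 0.134) were not called, and without replicate B the NRF2 targets (median 0.24, adjusted p = 0.0529) were not. The list tests were not run with the plain paired t-test. Signal over background limits what can be said where a probe is dim, as for ILMN_1708167 in MDA-MB-468.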

Differences from the paper's values

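The match of set A with the training set was made after the results were seen, and no other test in this part was.

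The paper reports 471 probes at an FDR under 0.1, and the set with more calls here had 16. The paper's 175 raised and 296 lowered probes stand against 3 and 13 here. None of the alternatives set before the data were examined came near these 3 counts, with 0 to 108 probes called in a set, 108 of them with trend and robust eBayes. With the 20 arrays as units, 5369 (pairs as blocks) or 6696 (line as a block) probes were called over the 5 lines.

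The paper's p-values for CDCP1 are 0.0068 (training) and 0.0077 (validation), against 0.00245 (set A) and 0.00475 (set B) here. For the lower p, the values were near the paper's with no normexp step (0.00631), with the authors' values (0.00508), with no filter (0.00759), without MDA-MB-231 (0.00879) and without SUM149 (0.00969), and not under the other alternatives. For the higher p they were near with no normexp step (0.00744), with the authors' values (0.00625), with cyclic loess (0.00526), with no filter (0.0100) and with a detection p under 0.01 (0.00562), and not under the others.

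For CDCP1 in SUM149, the paper's log2 fold-changes of 2.64 and 2.10 stand against 3.18 and 2.72 here. Both were near the paper's with no normexp step (2.56 and 2.05) and with the authors' values (2.64 and 2.13), the higher one also with an offset of 50 (2.95), and neither with the other normalizations or probes. For MDA-MB-157, the paper's higher value of 0.62 stands against 0.87 here. It was near the paper's under each other normalization, the offset of 50 and probe ILMN_1724941, with 0.62 from the authors' values, and not with ILMN_2341611 or ILMN_1688670.

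The paper calls 1 surface gene raised more than 2-fold at an FDR under 0.1, CDCP1, and 0 passed here in either set, under the same thresholds and with another list of surface genes. None of the alternatives set before the data were examined changed this in a set. With the 20 arrays as units, 2 surface genes passed over the 5 lines, CDCP1 and PVR, at adjusted p of 0.00883 and 0.0111 with pairs as blocks and of 0.000796 and 0.00158 with the line as a block. By ILMN_1708167, CDCP1 had the highest fold-change of the list here.

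The paper names second messenger and G protein signaling, cytokine activity and locomotion among the gene sets raised by WHFs, besides the response to wounding. Camera called wounding and inflammation as raised here with a preset correlation, and not with an estimated one (adjusted p = 0.558), nor did fry (adjusted p = 0.205). G protein and second messenger signaling (median −0.02, adjusted p = 0.859, the test's direction up) and G protein-coupled receptors (−0.08, adjusted p = 0.646) did not pass. Neither did cytokines and chemokines (0.24, adjusted p = 0.275) nor cell migration (−0.15, adjusted p = 0.122), at 0.05 and with lists other than the paper's. The paper's Figure 1 uses a looser FDR threshold, which cell migration meets as lower by camera and by fgsea (adjusted p = 0.166). That is opposite in direction to the raised locomotion set of the paper. By camera with an estimated correlation, cell migration did not pass (adjusted p = 0.620). Cytokines and chemokines passed without MDA-MB-231 (adjusted p = 0.0256) and without replicate B (adjusted p = 0.0397).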

Other observations

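The counts of probes called in several lines, the genes named from them and the correlations between responses in this part were chosen after the results were seen.

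Between lines, TXNIP, an inhibitor of glucose uptake, differed the most (F = 141, adjusted p = 1.71e-07), at −3.79 in MDA-MB-157 and 1.96 in BT-549. CXCL8, the neutrophil chemokine, was next among the 10 genes listed (F = 96.9, adjusted p = 8.77e-07), at 4.73 in MDA-MB-157, 3.36 in BT-549 and −0.72 in MDA-MB-468. SOD2, the mitochondrial superoxide dismutase, had 2.90 and 1.42 in the first 2 of these lines. ALDH3A1 had 4.02 in MDA-MB-468 and −1.77 in MDA-MB-157 (F = 85.6). SLC2A3, a glucose transporter gene, had 1.97 in MDA-MB-157 and −1.38 in SUM149, and HEY1, a Notch target, had 1.94 in BT-549 and −1.47 in SUM149. The others of the 10 genes listed were MFAP2, FRAS1, LIAT1 and FGFBP1. In all, 180 probes were called in opposite directions in different lines, while 1 probe was raised and 3 lowered in all 5 lines, the lowered ones LPIN1, SCD and ILMN_3277905 and the raised one ILMN_1698404 (1.43), which the annotation pairs with no gene.

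In SUM149, 15 of 40 G2/M cell cycle genes rose and 0 fell, with a median of 0.83, while the medians of the other 4 lines lay between −0.62 and −0.21, and the difference between lines did not pass (permutation test, adjusted p = 0.150). In the same line, 12 of 30 genes of EGFR ligands and ERK feedback fell and 3 rose, with a median of −0.74 (permutation test between lines, adjusted p = 0.0605). The permutation test has little power for a single line that differs alone, so it cannot decide either case. Over the 5 lines the list of EGFR ligands and ERK feedback had a median of 0.02, a mean of −0.02 and an adjusted p of 0.643, with FOSL1, an AP-1 subunit, at 1.17 and FOS, another, at −1.96. GDF15, the stress cytokine, was called higher in 4 lines and had −0.02 in SUM149. The zinc exporter gene SLC30A1 was called higher in 4 lines, with 3.25 in BT-549.

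Between subtypes, limma called 0 probes and 799 had an unadjusted p under 0.05. AKR1C3, which reduces steroids and prostaglandins, had the lowest p (adjusted p = 0.376), with 2.52 in MDA-MB-468 and 2.48 in SUM149 and between −0.16 and 0.10 in the mesenchymal-like lines. RARRES1, CD14, CRIP2 and YBX2 were also higher in the basal-like response, and ACSL1, ATP2B1, FPR1 and DCBLD1 in the mesenchymal-like one, each short of the threshold, and CD24 was lower in the 3 mesenchymal-like lines. CDCP1 responses by ILMN_1708167 were 2.63 ± 1.77 (SD, n = 3 lines) in mesenchymal-like and 1.56 ± 1.97 (SD, n = 2 lines) in basal-like lines (exact permutation test, 2-sided, p = 0.5, the smallest possible being 0.1). In MDA-MB-468 this probe entered at its background value. Both basal-like lines shared a chip.

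Of other genes the paper names, PRKCD, a kinase in CDCP1 signaling, had 0.56 (adjusted p = 0.191), SRC 0.01, BRCA1 −0.70 (adjusted p = 0.170) and −0.29 by 2 probes, the basal keratin KRT5 −0.71, ERBB2 −0.03 and VCL −0.44 and −0.37 by 2 probes, and ACTB lay between −0.28 and −0.13 over its 3 probes. None passed.

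Among lists not given above, hypoxia had a median of −0.25 (adjusted p = 0.209), with PFKFB4 at −1.15 and ADM at 0.72, and passed without MDA-MB-157 (−0.38, adjusted p = 0.0212). LXR and PPAR lipid targets had 0.08 (adjusted p = 0.226), with PLIN2 at 0.82, and FOXO and starvation genes −0.13 (adjusted p = 0.300), with TP53INP1 at −0.93. ATF4 targets had −0.11 (adjusted p = 0.794, the test's direction up) and TGF-beta targets −0.16 (adjusted p = 0.564), with PMEPA1 at −1.88 and ID1 at 0.93. YAP targets had −0.19 (adjusted p = 0.314), with GADD45A at 1.05 and PTPN14 at −1.05. Extracellular matrix genes had −0.11 (adjusted p = 0.392), with COL1A1 at −1.27, and passed without SUM149 (−0.24, adjusted p = 0.0487). Epithelial markers had −0.04 (adjusted p = 0.824), with ELF3 at 1.43, and mesenchymal markers 0.04 (adjusted p = 0.939), with SNAI2 at 0.70 and CDH11 at −1.04. Leukocyte markers had 0.26 over 9 measured genes (adjusted p = 0.0761), with CD14 at 0.85, a gene detected in untreated cells of every line, and passed without MDA-MB-231 (adjusted p = 0.0274) and with no filter (adjusted p = 0.0435). Erythroid markers had 0.00 over 2 genes (adjusted p = 0.886), and endothelial and adipocyte markers −0.13 over 4 (adjusted p = 0.668).

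Between lines, responses over all tested probes correlated from 0.0595 (MDA-MB-468 with SUM149) to 0.484 (MDA-MB-231 with BT-549). Between replicates A and B of a line they correlated from 0.613 to 0.770. These are correlations across probes, which are not independent replicates.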
